# Comparative functional genomic screens of three yeast deletion collections reveal unexpected effects of genotype in response to diverse stress

**DOI:** 10.1098/rsob.160330

**Published:** 2017-06-07

**Authors:** Erica Acton, Amy Huei-Yi Lee, Pei Jun Zhao, Stephane Flibotte, Mauricio Neira, Sunita Sinha, Jennifer Chiang, Patrick Flaherty, Corey Nislow, Guri Giaever

**Keywords:** yeast deletion collection, *Saccharomyces cerevisiae*, functional genomics, genome-wide fitness assay, gene–environment correlation, prototrophy

## Abstract

The Yeast Knockout (YKO) collection has provided a wealth of functional annotations from genome-wide screens. An unintended consequence is that 76% of gene annotations derive from one genotype. The nutritional auxotrophies in the YKO, in particular, have phenotypic consequences. To address this issue, ‘prototrophic’ versions of the YKO collection have been constructed, either by introducing a plasmid carrying wild-type copies of the auxotrophic markers (Plasmid-Borne, PB_prot_) or by backcrossing (Backcrossed, BC_prot_) to a wild-type strain. To systematically assess the impact of the auxotrophies, genome-wide fitness profiles of prototrophic and auxotrophic collections were compared across diverse drug and environmental conditions in 250 experiments. Our quantitative profiles uncovered broad impacts of genotype on phenotype for three deletion collections, and revealed genotypic and strain-construction-specific phenotypes. The PB_prot_ collection exhibited fitness defects associated with plasmid maintenance, while BC_prot_ fitness profiles were compromised due to strain loss from nutrient selection steps during strain construction. The repaired prototrophic versions of the YKO collection did not restore wild-type behaviour nor did they clarify gaps in gene annotation resulting from the auxotrophic background. To remove marker bias and expand the experimental scope of deletion libraries, construction of a *bona fide* prototrophic collection from a wild-type strain will be required.

## 1. Background

Yeast has served as a model eukaryote for biological research for over a century. In the ‘pre-sequence’ era (prior to 1996), in order to isolate effects of genotype on phenotype, mutant validation required tedious backcrossing to wild-type. In the genomic era, the combination of a well-annotated genome sequence with new PCR-based gene disruption technologies made reverse genetics straightforward, allowing the construction of the Yeast Knockout (YKO_aux_) collection, the first and only genome-wide set of precise start-to-stop gene deletions comprising approximately 6000 strains representing the yeast genome [1,2]. The YKO_aux_ collection has greatly expanded our understanding of gene function and the cellular response to perturbation through comprehensive screens performed in thousands of different environmental and drug conditions [1,2]. As a result, in the 15 years since the completion of the YKO_aux_ deletion collection, the proportion of the genome with functional annotation has increased from approximately 30% to 90% [3–7].

For historical reasons an auxotrophic derivative of S288c, a *Saccharomyces cerevisiae* wild-type, was chosen as the parent strain of the YKO_aux_ collection. The auxotrophies (table 1) were included to facilitate genetic manipulations and at the time were considered inert. A decade of functional genomic, proteomic and metabolomic studies have revealed that these auxotrophies are far from benign and have clear impacts on cellular physiology. Compared with the prototrophic parent, the YKO_aux_ genotype exhibits slower growth rates, decreased survival in starvation conditions and altered patterns of gene expression [9–15]. In addition to auxotrophic effects, natural variants present in the S288c parent strain manifest genotype-specific traits that include poor sporulation and increased rates of mitochondrial genome loss [16–19]. Furthermore, within the *S. cerevisiae* clade, S288c has been classified as an outlier both at the sequence level and by comparative phenotyping [4,20].

**Table 1.** Genotypes of deletion collections used in this study.

strain	background	genotype	source
YKO_aux_	BY4743	*MATa/α his3Δ1/his3Δ1 leu2Δ0 /leu2Δ0 LYS2/lys2Δ0 met17Δ0/MET17 ura3Δ0 /ura3Δ0*	Giaever *et al*. [2]; Winzeler *et al*. [1].
BC_prot_	BY4741	*MATa can1Δ::STE2pr-SpHIS5 his3Δ1 lyp1Δ0*	VanderSluis *et al*. [8].
PB_prot_	BY4741	*MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0* + pHLUM (Addgene ID 40276)	Mulleder *et al*. [9].
*MATa*	BY4741	*MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0*	Giaever *et al*. [2]; Winzeler *et al.* [1].

Two prototrophic versions of the YKO *MATa* collection have been constructed to address the potential confounding effects of auxotrophy and, importantly, enable metabolomic studies without nutrient supplementation [21–23]. In the first case, the ‘Plasmid-Borne’ (PB_prot_) prototrophic collection, auxotrophies were genetically complemented by introducing a single-copy ARS-CEN plasmid carrying wild-type copies of the *HIS3*, *LEU2*, *URA3* and *MET17* genes (pHLUM) [9]. In the second ‘Backcrossed’ (BC_prot_) collection, the auxotrophic markers were repaired using a synthetic genetic array (SGA)-based methodology [24] by backcrossing to a strain prototrophic for the auxotrophic markers (*LEU2*, *URA3* and *MET17* from *S. cerevisiae* and *HIS5* from *Schizosaccharomyces pombe*) and carrying deletions in the arginine (*CAN1)* and lysine (*LYP1)* transporters [25] (ACY742:*MATα can1Δ::STE2pr-SpHIS5 his3Δ1 lyp1Δ0*). Prototrophic *MATa* haploid deletion strains capable of growing on minimal media (MM) were then selected (table 1).

A powerful experimental feature of the YKO_aux_ collection is the presence of two unique 20-base-pair sequences linked to each deletion strain that serve as unique strain identifiers. These tags, or barcodes, enable the fitness of each strain to be analysed in parallel by pooling strains in competitive growth assays. The relative abundance of barcodes representing each strain is then quantitatively assessed by microarray signal intensity [26,27] or by counting barcode read-outs by sequencing (Bar-seq) [28–31]. In addition to fitness profiling, barcodes provide protection from inevitable mix-ups in strain inventory. We took advantage of the unbiased metric of the molecular barcodes to systematically characterize in parallel the phenotypic behaviour of the PB_prot_ and BC_prot_ deletion sets with the original YKO_aux_ collection by performing chemogenomic and environmental fitness profiling in diverse drug and media conditions. We chose the YKO_aux_ homozygous deletion collection for our reference collection after confirming equivalent fitness profiles to the *MATa* haploid collection in a number of synthetic dropout conditions using Bar-seq (electronic supplementary material, figure S1). This choice was due to the availability of more than 3000 YKO_aux_ screens produced by our laboratory in that background [32]. Comparative analysis of the resulting fitness profiles reveals both genotypic (biological) and technical effects of the methodology used to restore prototrophy. Here, we highlight the advantages and disadvantages of each collection for the interrogation of specific biological processes, including findings of significant strain loss and the inability to fully restore wild-type behaviour.

## 2. Results

### 2.1. Genetic roster of each deletion collection

We constructed a robust metric for strain presence for the comparison of two prototrophic collections with the YKO_aux_ collection after generating independent pools of all deletion strains (Material and methods). 

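Strain presence was computed here from the log2 intensities deposited by the authors for 10198 tags of 5179 deletion strains (4993 genes). Of these strains, 5019 had 2 tags on the array and 160 had 1. A 2-component Gaussian mixture was fitted to the tags of the SC control arrays of each pool (4 arrays for YKO_aux_, 4 for PB_prot_ and 3 for BC_prot_, where the paper lists 3 for each collection in Table 2 and 4 in the legend of Fig. S5). A strain was counted as present when every tag representing it had a posterior value above 0.5 in all SC arrays. Before the data were examined, 3 other readings were fixed: at least 1 tag present, a posterior value above 0.9, and the mean of the SC arrays in place of each array.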

Strain presence was quantified by microarray signal intensities following five generations of growth in synthetic complete (SC) media. The distribution of signal intensities was significantly different for each collection (Kolmogorov–Smirnov *p*-value < 0.05, electronic supplementary material, figure S2). 

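The Kolmogorov–Smirnov distance was computed on the mean log2 intensity of each of the 5179 strains over its tags and the SC arrays, after centring each collection on its median. It was 0.0867 between YKO_aux_ and PB_prot_, 0.122 between YKO_aux_ and BC_prot_ and 0.0641 between PB_prot_ and BC_prot_. Replicate SC arrays of the same pool, compared as single arrays, lay 0.0272 to 0.102 apart. Of the 3 collection distances, that between YKO_aux_ and BC_prot_ alone exceeded this range. Single arrays vary more than the means over arrays that the collection distances compare. A collection distance inside the range is therefore not shown to be replicate noise. Strains are not independent replicates, and no *p*-value was computed for these distances.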

To allow a fair comparison of the fitness profiles obtained, background thresholds were independently determined for each pool using a two-component Gaussian mixture model (Material and methods). The need to independently assess background thresholds was not unexpected; the distribution of fluorescence intensity for a given pool shifts towards lower values as the number of specifically bound probes decreases. 

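The fitted mixtures placed the background threshold in SC at a log2 intensity of 7.40 for YKO_aux_, 7.98 for PB_prot_ and 7.35 for BC_prot_. The background component had means of 5.88 (YKO_aux_), 6.15 (PB_prot_) and 5.58 (BC_prot_), and the component of present tags had means of 9.57, 9.72 and 9.55 in the same order. The weight of the present component was 0.775 for YKO_aux_, 0.675 for PB_prot_ and 0.686 for BC_prot_.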

Strains hybridizing below these thresholds were considered to be absent from their respective pool and were removed prior to any downstream analysis. 

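With every tag above background in every SC array, 3604 gene deletions were present in at least 1 pool and 1752 of those (48.6%) were present in all 3 collections. With at least 1 tag present the counts were 4732 and 3429 (72.5%). A posterior value above 0.9 gave 3249 and 1344 (41.4%), and the mean of the SC arrays gave 4044 and 2228 (55.1%).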

A total of 4776 gene deletions were present in at least one pool and 77% (3690) of those were present in all three collections. The original YKO_aux_ collection represented the non-essential yeast genes most comprehensively with 96% (4594) of deletion strains, compared with 89% (4272) in the PB_prot_ collection and 82% (3894) in the BC_prot_ collection (figure 1*a*; electronic supplementary material, Additional File S1).

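Of the 3604 gene deletions present in at least 1 pool here, YKO_aux_ held 3156 (87.6%), BC_prot_ 2427 (67.3%) and PB_prot_ 2172 (60.3%). With at least 1 tag present the numbers were 4351 (91.9%), 3992 (84.4%) and 4042 (85.4%). The order of BC_prot_ and PB_prot_ therefore depended on how many tags had to pass, while YKO_aux_ held the most strains under each reading. Leaving out 1 SC array at a time gave 3097 to 3565 genes for YKO_aux_, 2256 to 2999 for BC_prot_ and 2107 to 2529 for PB_prot_. The strains that the methods count as present in the YKO_aux_ Venn diagram despite their omission from the pool were counted here by their signal alone.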

**Figure 1.**
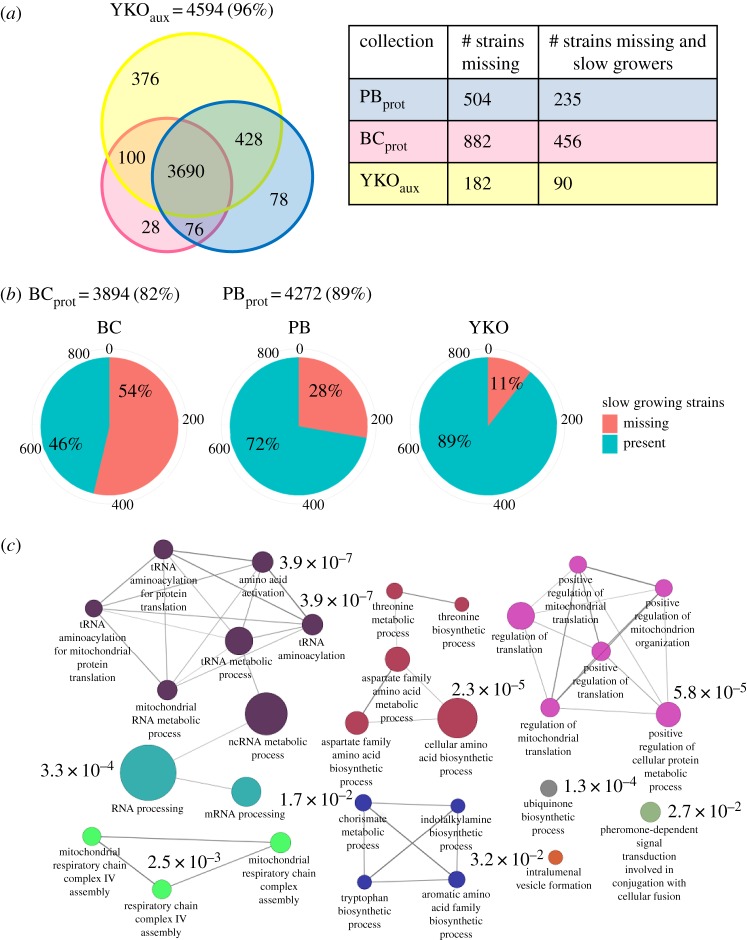
Genetic knockout strain make-up of the three deletion collections. (*a*) Venn diagram depicting deletion strains present in each of the three deletion collections in SC media (YKO_aux_, BC_prot_, PB_prot_) compared with the gene universe of strains present in at least one collection (4776). Table compares the number of strains missing (i.e. are below the background threshold) from each collection, and the subset of these strains that exhibit slow growth [33]. (*b*) Pie charts illustrating the proportion of 849 established slow-growing deletion strains [33] absent/present in each collection. Relative proportions of missing strains from each collection were comparable to a similar study [34]. (*c*) GO enrichment map of the 882 gene deletion strains absent in the BC_prot_ collection relative to the universe in (*a*). The two most highly enriched biological processes were mitochondrial RNA metabolism (*q* = 7.08 × 10^−5^) and amino acid biosynthetic processes (*q* = 2.35 × 10^−5^). Different node colours represent different GO biological processes; node size is proportional to the number of genes present in each GO term enrichment. The width of each edge is proportional to the degree of gene overlap between GO terms.

To highlight the differences between gene rosters of strains present or absent from each collection, pairwise combinations were evaluated for shared and unique functional enrichments. The most surprising difference was the 882 strains below the limit of detection missing from the BC_prot_ collection, 376 of which were also absent from the PB_prot_ collection. 

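Here 1177 gene deletions of the universe were below threshold in BC_prot_, and 954 were below threshold in both BC_prot_ and PB_prot_ while present in YKO_aux_. With at least 1 tag present, 740 were missing from BC_prot_ and 371 from both prototrophic collections. PB_prot_ lacked 1432 under the rule for every tag and 690 under the rule for at least 1 tag, and YKO_aux_ lacked 448 and 381. The size of the gap between collections was thus set in large part by strains with 1 tag above and 1 tag below background.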

Of the 849 deletion strains annotated as required for optimal growth [33], 54% and 28% were missing strains from the BC_prot_ and PB_prot_ collections, respectively, compared with 11% for the YKO_aux_ collection (figure 1*b*). Overall, the 882 genes absent in BC_prot_ were significantly enriched for amino acid and nucleotide biosynthetic pathways (*q* = 2 × 10^−5^) in addition to all aspects of mitochondrial function (figure 1*c*; electronic supplementary material, Additional File S2). The absence of these strains was anticipated as the majority are slow or inviable in MM [33] and would, therefore, have been selected against during strain construction.

Of the 76 strains absent only in the YKO_aux_, no enrichment for biological processes was observed. Moreover, 60% (45) of these strains were never successfully constructed as diploids by the YKO deletion project. 

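The strains missing only in YKO_aux_ numbered 197 here (244 with at least 1 tag present, 196 with the mean of the SC arrays). By the same count 159 were missing only in BC_prot_ and 291 only in PB_prot_ (295 and 256 with at least 1 tag present). The exception that the methods make for strains omitted from the homozygous pool was not applied to this count. The paper reasons that the strains missing from BC_prot_ are mostly slow or inviable in MM and were therefore selected against during strain construction. The intensities give the presence of each strain after growth in SC, and the construction steps themselves were not analysed here. Functional enrichment of the missing strains was not repeated.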

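The 12 genes *COA1*, *GPA1*, *MSL1*, *SIR2*, *SIR3*, *SRV2*, *STE2*, *STE4*, *STE5*, *STE7*, *STE11* and *STE14* were represented by 13 strains on the array. None of their tags was present in YKO_aux_ or in BC_prot_, where the tag means in SC were 5.16 to 6.46 and 4.85 to 6.81. In PB_prot_ all 12 genes had at least 1 present tag, and the highest tag mean of each gene was 8.41 (*SRV2*) to 10.93 (*SIR3*). Both tags were present in PB_prot_ for *COA1*, *GPA1*, *MSL1*, *SIR2*, *STE7* and *STE11*.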

A small subset of strains was absent from the YKO_aux_ and BC_prot_ collections and explicitly required for mating (*COA1*, *GPA1*, *MSL1*, *SIR2*, *SIR3*, *SRV2*, *STE2*, *STE4*, *STE5*, *STE7*, *STE11*, *STE14*) [1,2,35,36], reflecting the inability of these strains to survive the mating step during construction. The relative proportions of strains present in SC media shown here were consistent with those following five generations of growth in rich media (YPD) (electronic supplementary material, figure S3). 

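The same call, present or absent, was reached in SC and in YPD for 81.6% of the 4993 genes in YKO_aux_, 94.2% in PB_prot_ and 89.8% in BC_prot_. YKO_aux_ had 884 genes present in SC only and 36 in YPD only, PB_prot_ had 201 and 89, and BC_prot_ had 332 and 179. The rule is stricter in YPD, because a tag has to pass in 17 (YKO_aux_ and PB_prot_) or 16 (BC_prot_) control arrays, and it left 2308, 2060 and 2274 genes present in the order YKO_aux_, PB_prot_, BC_prot_. When the mean of the controls was used in place of each array, the share with the same call was 96.5%, 95.8% and 93.7%. With at least 1 tag present it was 90.7%, 95.5% and 93.0%.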

Barcode sequencing (Bar-seq) of select samples in this study was compared with published data from our laboratory and others (electronic supplementary material, figure S4) [29,30], providing an independent measure of strain presence which recapitulated the microarray data (electronic supplementary material, Additional Files S3 and S4).

### 2.2. Comparative fitness profiling

Following assessment of strain presence, we next characterized the phenotypic behaviour of each collection in competitive fitness assays performed in diverse stress conditions including (i) 13 nitrogen and nucleotide-limiting conditions, (ii) the DNA-damaging agent cisplatin and (iii) mitochondrial stress conditions: the oxidative phosphorylation uncoupling agents FCCP, CCCP and growth in obligate respiratory conditions (YPG) (table 2; electronic supplementary material, Additional File S3). 

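FD scores were computed here for 45 comparisons of a medium or drug with its control, on 219 of the 236 deposited arrays. The 15 arrays taken before growth were not used, and 2 BC_prot_ arrays had labels that could not be matched to a condition. Each array was compared only with arrays of the same collection and the same type of medium, SC or YPD. Significance came from limma fitted to all arrays of a set, and a strain was called when its FD score was at least 1 with a Benjamini–Hochberg *q* under 0.05. Strains tested numbered 3162 (YKO_aux_), 2194 (PB_prot_) and 2430 (BC_prot_) in SC media, and 2312, 2080 and 2278 in YPD media. Because many genes in the paper's figures had 1 tag below background, a wider reading took each strain with at least 1 present tag, on the present tag with the lowest coefficient of variation. The wider reading covered 4363, 4114 and 4000 strains in SC media and was chosen after the data had been seen. FD scores are given as the median over treatment arrays ± SD, with 3 treatment arrays unless another n is stated.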

For all assays, deletion pools were grown robotically and harvested after five generations of growth (Material and methods).

**Table 2.** Drug and media conditions assayed per deletion collection by microarray. *MM condition for YKO_aux_ was supplemented with histidine (20 mg l^−1^), leucine (30 mg l^−1^), methionine (20 mg l^−1^) and uracil (20 mg l^−1^). Additional Bar-seq experiments were done for the YKO_aux_ (ARG–, TRP–, LYS–, SC) and *MATa* (ARG–, TRP–, SC) with three and four replicates per condition, respectively (electronic supplementary material, Additional File S4).

control	condition	YKO_aux_	BC_prot_	PB_prot_
SC	control	3	3	3
SC	ADE–	3	3	3
SC	ARG–	3	3	3
SC	HIS–	0	3	3
SC	LEU–	0	3	3
SC	LYS–	3	2	3
SC	MET–	3	3	3
SC	SER–	3	2	3
SC	THR–	3	2	3
SC	TRP–	3	3	3
SC	URA–	0	3	3
SC	MM*	3	4	5
SC	MM + URA	0	1	1
YPD	control	11	14	12
YPD	cisplatin, DNA cross-linking agent	3	4	3
YPD	CCCP, protonophore inhibitor of oxidative phosphorylation	3	3	3
YPD	FCCP, protonophore inhibitor of oxidative phosphorylation	3	3	3
YPD	PYRQ, novel quinolone compound, PCID 16001701	4	4	4
YPD	YPG, obligate respiratory	2	4	4

#### 2.2.1. Nutrient-limiting conditions

Fitness profiles readily identify all genes required in the corresponding biosynthetic pathways when assayed in conditions lacking a specific amino acid, purine or pyrimidine [37]. Both the YKO_aux_ and the PB_prot_ collections recapitulated the established biosynthetic pathways with only minor differences observed between collections (Pearson's correlation *r* = 0.91–0.96) in adenine (ADE–), arginine (ARG–), methionine (MET–), lysine (LYS–) and tryptophan (TRP–) dropout screens (figure 2; electronic supplementary material, figure S5*a–d*). 

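Over the 30 deletion strains tested in both collections with an FD score above 1 in at least 1 common dropout, Pearson's *r* between YKO_aux_ and PB_prot_ was 0.40 in ADE–, 0.91 in ARG–, 0.79 in MET–, 0.34 in LYS– and 0.96 in TRP–. Leaving out 1 array at a time moved these to 0.28–0.57, 0.88–0.92, 0.71–0.84, 0.22–0.39 and 0.93–0.97 in the same order. Between different dropouts the median *r* was −0.15 (20 pairs, −0.32 to 0.04). With the 80 strains of the wider reading the 5 values were 0.68, 0.89, 0.82, 0.62 and 0.80. Over all 1903 shared strains, most of them without a defect, they were 0.0638, 0.50, 0.23, 0.23 and 0.51. Deletion strains are not independent replicates, so these correlations carry no *p*-value. Under the rule for every tag, no gene that the paper names for ADE– was tested in both collections. The ADE– value of 0.40 therefore does not compare the named pathway genes. In LYS– 10 named genes were tested in YKO_aux_ and 4 in PB_prot_.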

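The difference in FD score between PB_prot_ and YKO_aux_ was tested with limma for the 1903 shared strains. This list was read after the FD scores had been seen. No strain had *q* under 0.05 in ADE–, ARG–, MET– or TRP–, with 24, 27, 41 and 38 strains at unadjusted *p* under 0.05, and 4 strains did in LYS–. With replicate number as a block there were 5 in LYS– and 1 in ARG–. The LYS– count was 0 without YKO_aux_ LYS– replicate 2 and in the wider reading, 1 without YKO_aux_ SC replicate 2, and 2 without YKO_aux_ SC replicate 3 or PB_prot_ SC replicate 3 or 4. A count of 1 was also reached in ARG– without PB_prot_ ARG– replicate 1 or 3, and in TRP– without YKO_aux_ TRP– replicate 3 and in the wider reading. With all arrays in the fit, the LYS– FD score of *fum1Δ* was 2.95 ± 0.60 in YKO_aux_ and 0.61 ± 0.76 in PB_prot_ (interaction −2.50, SE 0.41, *q* = 0.0124). *HMF1* (3.35, *q* = 0.0124), *PEX35* (3.13, *q* = 0.0227) and *FCY22* (2.40, *q* = 0.0352) had higher FD scores in PB_prot_. *LYS4* was called in YKO_aux_ (3.28 ± 1.08) and not in PB_prot_ (0.39 ± 0.61), and its interaction had *q* = 0.0579.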

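Of the genes that the paper names for ADE–, all 3 tested in YKO_aux_ were called, *ADE6* at 4.06 ± 0.57 (*q* = 2.0e-11), *ADE1* at 3.95 ± 0.68 and *SHM2* at 3.72 ± 0.83. PB_prot_ had 1 of them to test, *PHO2*, called at 2.29 ± 0.38. In ARG– 10 of 19 named genes were called in YKO_aux_ and 9 of 13 in PB_prot_. Adjusted over the list alone the counts were 11 and 11, with *GCR2* added in YKO_aux_ (1.05 ± 0.27) and *HTD2* (1.63 ± 0.66) and *IBA57* (1.08 ± 0.38) in PB_prot_. *HTD2* had *q* = 0.102 over all strains and *q* = 0.0136 with replicate number as a block. It was also called without ARG– replicate 3 (1.92), and *GCN20* (0.90 ± 0.19) was too (1.04). *GCV3* (1.50 ± 0.71) lost its call without ARG– replicate 2 (1.40). *PEP7* was called in YKO_aux_ at 1.03 ± 0.51 with *q* = 0.0466, and lost its call without ARG– replicate 2 (0.81) or 3 (*q* = 0.143), without SC replicate 1 or 2 (0.68 each), and in the wider reading (*q* = 0.0651).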

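In LYS– 9 of 10 named genes were called in YKO_aux_, with *LYS9* at 3.06 ± 0.43, and 2 of 4 in PB_prot_, *IBA57* (2.90 ± 1.10) and *ISA2* (2.37 ± 1.35, *q* = 0.00969). *ISA2* lost its call without LYS– replicate 1 (1.90), LYS– replicate 2 (1.48) or SC replicate 4 (2.28). In TRP– all 9 named genes tested in YKO_aux_ and all 6 in PB_prot_ were called, with *TRP1* at 3.61 ± 0.14 and 3.58 ± 0.82. In YKO_aux_ *TRP3* lost its call under quantile normalization (1.11, *q* = 0.802) and *TRP5* with the mean of tags (1.78, *q* = 0.233). Quantile normalization also removed the calls of *LYS1* in LYS– in YKO_aux_ (1.78, *q* = 0.331) and *ARG4* in ARG– in PB_prot_ (1.14, *q* = 0.298). In MET– 1 of 2 named genes was called in YKO_aux_, *MET6* at 1.41 ± 0.65 (*q* = 5.7e-04), and 1 of 1 in PB_prot_, *MET12* at 2.77 ± 1.36. *HOM2* had an FD score of 2.99 ± 1.49 in YKO_aux_ without a call (*q* = 0.397), and was called with replicate number as a block (2.52, *q* = 4.9e-04). Adjusted over the list alone MET– had 2 of 2 in YKO_aux_ and the other counts above did not move. The wider reading called 13 of 14 named genes in LYS– in YKO_aux_ and 10 of 12 in PB_prot_, 11 of 12 and 9 of 9 in TRP–, and 1 of 5 and 3 of 5 in MET–, where the list alone gave 5 of 5 in both collections.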

The conditions that prohibit screening of the YKO_aux_ collection, including histidine (HIS–), leucine (LEU–) and uracil (URA–) dropout media, were of the greatest interest because of the paucity of functional annotations for these biosynthetic pathways. In these conditions, expression of the genes carried on the PB_prot_ ARS-CEN vector is explicitly required and fitness profiling of the PB_prot_ revealed a unique gene signature that described genes required for plasmid and mini-chromosome maintenance (figure 3). 

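The median FD score of the 26 listed HLU strains tested in PB_prot_ was 1.55 in HIS– (SD between arrays 0.09, n = 3), 1.76 in LEU– (0.21) and 1.72 in URA– (0.23), and −0.07 to 0.05 in ADE–, ARG–, LYS– and TRP–. Over all strains 23 of the 26 were called in HIS–, 25 in LEU– and 21 in URA–. Adjusted over the list alone these were 24, 26 and 24, but the study chose the list on these arrays, so the counts are not independent evidence. Over all 2194 strains *r* was 0.75 between HIS– and LEU–, 0.76 between HIS– and URA– and 0.77 between LEU– and URA–. The 3 media share their SC arrays, and simulated profiles with nothing but shared controls had a mean *r* of 0.40 (highest 0.48), strains not being independent replicates. The simulation drew every array independently, although replicate numbers paired these arrays. The paper reasons that the genes on the ARS-CEN vector have to be expressed in these 3 media, and concludes that strains with a defect in all of them lack genes required for plasmid and mini-chromosome maintenance. Plasmid copy number was not measured on these arrays.

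**Figure D1:**
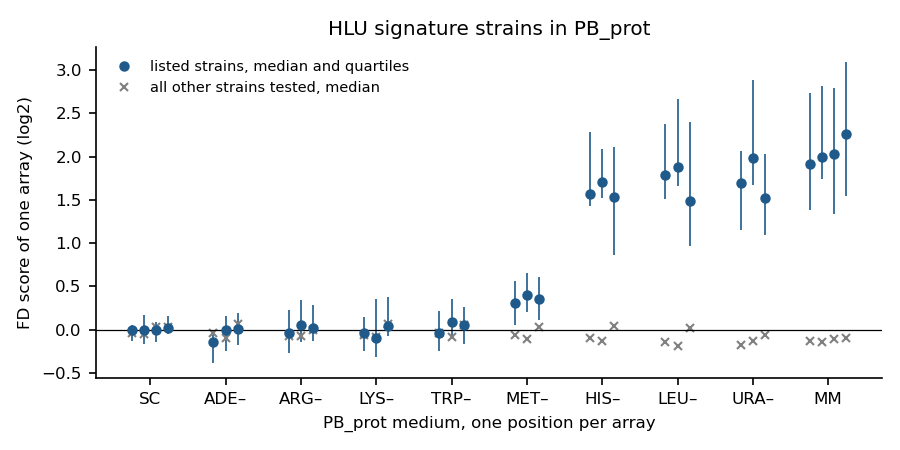
FD scores (log2) of the PB_prot_ collection in SC and in each medium, with 1 point per array for the median of the 26 listed HLU strains, bars for their quartiles and grey crosses for the median of all other strains tested. The blue points lie at 1.49 to 1.99 in HIS–, LEU– and URA–, at 0.30 to 0.40 in MET– and at 1.92 to 2.26 in MM.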

The fact that the histidine–leucine–uracil (HLU) fitness signature was not observed in MET– media despite requiring active expression of *MET17* from the ARS-CEN vector (figure 2; electronic supplementary material, figure S5) is consistent with methionine's role in the regulation of cell cycle progression. 

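In MET– the 26 HLU strains had a median FD score of 0.32 (SD between arrays 0.05, n = 3) in PB_prot_, and none was called (limma, 1 when adjusted over the list alone). A single strain of the 26 had an FD score above 1, against 24 in HIS–, 26 in LEU– and 24 in URA–. The shift was small but not 0, since 10000 random lists of 26 strains reached a median of 0.18 at most. In YKO_aux_ and BC_prot_ the listed strains had medians of 0.05 and −0.08 in MET–. The paper proposes that methionine's role in cell cycle progression explains the missing signature, and cell cycle state was not measured on these arrays.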

Insufficient levels of intracellular methionine (and its downstream product, cysteine) signal cell cycle arrest at G1/start [38–40] until a sufficient level of metabolites is reached to allow successful progression of the cell cycle. During methionine depletion, this cell cycle delay may alleviate the fitness defects (FDs) observed for HIS– LEU– and URA– in the HLU signature. If this interpretation is correct, we expect to observe a similar gene signature in any condition that impinges on histidine, leucine or uracil biosynthetic pathways.

**Figure 2.**
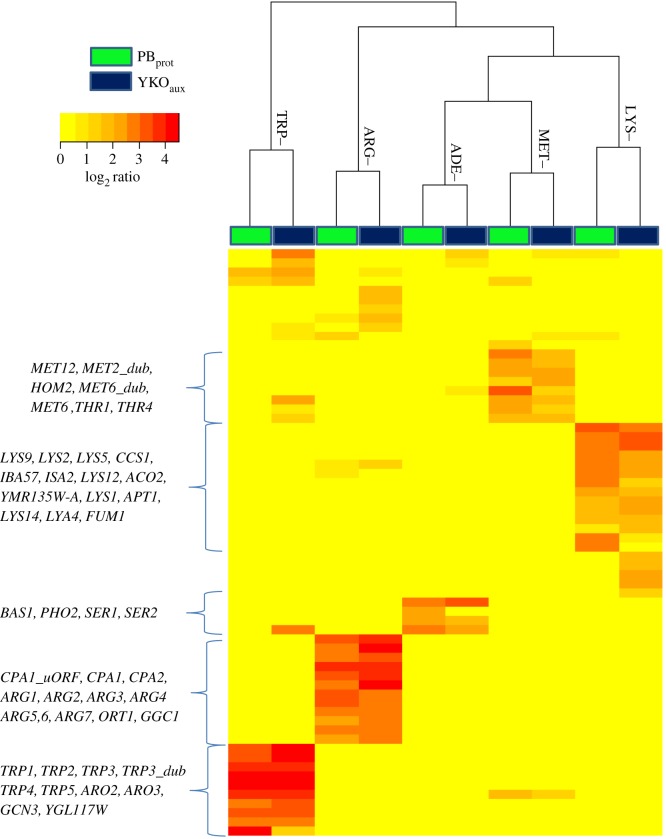
Comparative fitness profiling of the YKO_aux_ and PB_prot_ collections in synthetic dropout media. Hierarchical clustering of median fitness defect (FD) scores for deletion strains across three replicates observed for YKO_aux_ (blue) and PB_prot_ (green) in five synthetic dropout conditions (ADE–, ARG–, MET–, LYS–, TRP–) (log_2_ ratio ≥1 in at least one condition). The labelled clusters list the deletion strains with FDs in the corresponding dropout media.

**Figure 3.**
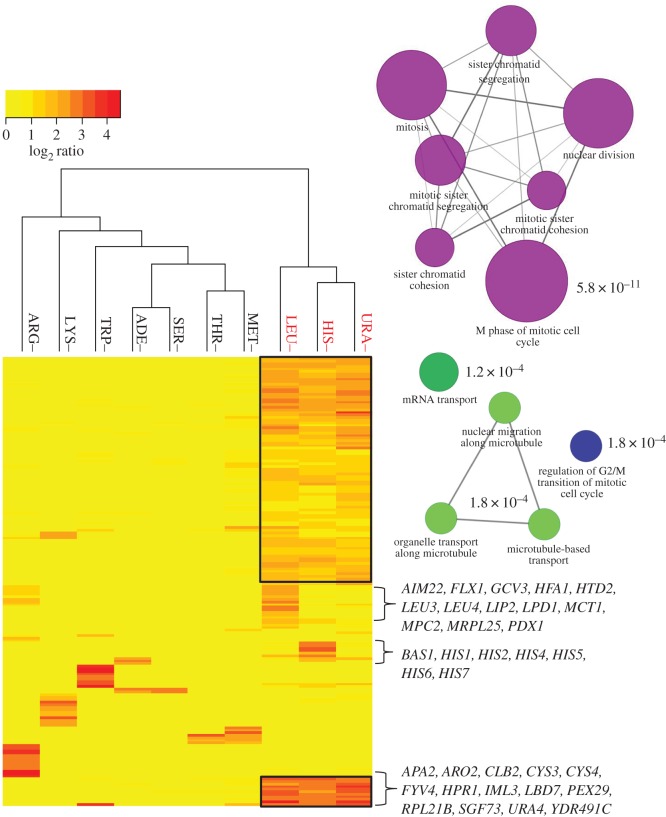
Characteristic PB_prot_ fitness signature observed in conditions requiring expression from the auxotrophy-complementing HLUM plasmid. Hierarchical clustering of median FD scores for deletion strains (log_2_ ratio ≥1 in at least one experiment) for the PB_prot_ collection in synthetic dropout media (ADE–, ARG–, HIS–, LEU–, LYS–, MET–, SER–, THR–, TRP–, URA–). Characteristic deletion strains belonging to the HLU (shared in HIS–, LEU– and URA– conditions) plasmid signature are boxed in black. Inset: GO biological process enrichment for the HLU signature. Node colours represent different GO biological processes; node size is proportional to the number of genes present in each GO term enrichment. Edge widths in the network represent the fraction of overlap between genes in related GO terms.

The HLU fitness signature is defined by 73 core genes and revealed an enrichment for biological processes that involved a response to DNA replicative stress including: (i) nuclear division (*q* = 2.75 × 10^−12^), (ii) regulation of mitotic sister chromatid segregation (*q* = 2.54 × 10^−11^) and (iii) M-phase of mitotic cell cycle (*q* = 1.02 × 10^−12^) (figure 3, inset; electronic supplementary material, Additional File S5, https://goo.gl/AnUx9o). Many of these genes were originally identified in classic genetic screens for chromosome instability [41], including *CLB5, CSM3, CTF4*, *CTF19*, *ELG1, IML3, MCM16*, *MCM21, MRC1, NUP120* and *RTT109*.

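Of the strains of the 73 listed genes, 26 had every tag present in PB_prot_ and 71 had at least 1 present tag, *MRC1* being represented by 2 of the 71. The median signature score of the 26, taken as the median FD score across the 9 HIS–, LEU– and URA– arrays, was 1.69 (SD 0.44 over strains, 0.93 to 2.84). The paper's own scores for the same strains had a median of 1.61, and *r* between them and the scores here was 0.85. A score of at least 1 was reached by 38 of the strains tested, 25 of them on the list.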

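Of the genes named for chromosome instability, *IML3* had a signature score of 2.63 (SD 0.78, 9 arrays), *CSM3* 2.00 (1.25), *NUP120* 1.90 (0.45) and *MRC1* 1.74 (0.95). The wider reading added *MCM21* at 2.16 (0.70), *CLB5* at 1.70 (0.75), *MCM16* at 1.32 (0.54) and *ELG1* at 1.24 (0.21). *MCM16* is not on the list of 73 genes. *CTF4*, *CTF19* and *RTT109* had no present tag in PB_prot_ and were not tested. The lowest single array stood at 1.84 for *IML3*, 1.62 for *CSM3* and 0.79 for *MRC1*.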

To test if we could correct for this confounding effect and allow the identification of genes specifically sensitive in HIS–, LEU– and URA– screens, fitness scores were recalculated using the HLU gene signature as the reference condition (Material and methods). Following this data transformation, resulting fitness profiles clearly identified genes required in these biosynthetic pathways (figure 4*a–c*). 

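Subtracting the HLU signature score left 3 strains of 2194 with an FD score of at least 1 in HIS–, 8 in LEU– and 3 in URA–. The counts with 1 array left out were 2 to 5, 7 to 10 and 2 to 5. The HIS– count was 5 without HIS– replicate 2, and 2 without LEU– replicate 1 or 3 or URA– replicate 1 or 2. The URA– count was 5 without URA– replicate 1 and 2 without URA– replicate 2. The correction is a subtraction of medians and has no test of its own. Before it, 42 strains were called in HIS–, 48 in LEU– and 36 in URA–.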

The histidine profile revealed all genes required for biosynthesis, as well as the general amino acid control (GAAC)-regulated *BAS1* transcription factor required specifically in adenine- and histidine-limiting conditions (figure 4*a*). Similarly, the uracil profile identified *URA1*, *URA2* and *URA5* as required for uracil biosynthesis in addition to the *PPR1* transcriptional activator of the *de novo* pyrimidine biosynthesis pathway. 

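Corrected FD scores in HIS– were 4.08 for *HIS1* and 2.81 for *HIS6*, followed by *ARO2* at 1.02. Before the correction *HIS1* stood at 4.24 ± 0.33 (*q* = 4.5e-15) and *HIS6* at 3.50 ± 0.38. The remaining genes had 1 tag below background in PB_prot_. In the wider reading their corrected FD scores were 2.66 (*HIS4*), 2.57 (*BAS1*), 2.24 (*HIS5*) and 1.97 (*HIS7*). Their uncorrected FD scores were 3.26 ± 1.10, 2.21 ± 0.83, 3.06 ± 1.23 and 3.10 ± 1.56 in the same order. *BAS1* also had an FD score of 2.62 ± 0.21 in ADE– in the wider reading. The genes named for HIS– and tested were called in 2 of 3 cases, the same when adjusted over the list alone, and in 6 of 7 in the wider reading.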

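The corrected FD score in URA– was 1.60 for *URA1* and 1.37 for *PPR1*, and 1.17 for *PML39*, which lies beside *URA5* in the genome. The uncorrected values were 3.63 ± 1.21 (*q* = 9.5e-09), 1.31 ± 0.29 (*q* = 2.5e-06) and 1.11 ± 0.33 (*q* = 1.9e-05). *PML39* lost its call without URA– replicate 1 (0.91). *URA2* and *URA5* had 1 tag below background and came in with the wider reading, at corrected FD scores of 1.64 and 1.46.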

As *URA4* was a member of the common HLU signature, it was not identified as specifically being required in the uracil dropout condition (figure 4*b*). 

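In the wider reading *ura4Δ* had an FD score of 3.19 ± 0.47 in URA– (*q* = 7.5e-09) and a signature score of 2.80 across the 9 arrays of the 3 media (SD 0.65, lowest array 1.85). Its corrected FD score in URA– was 0.39. The *ura4Δ* strain had 1 of its 2 tags present in PB_prot_ and was not tested under the rule for every tag.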

The presence of these auxotrophic strains in the PB_prot_ collection was unexpected. We have subsequently learned that the construction of the PB_prot_ collection [9] involved the initial selection of transformants on *either* histidine *or* uracil single dropout conditions that was followed by passaging on MM (M. Ralser 2016, personal communication). The ultimate reason for the presence of auxotrophic strains in the PB_prot_ collection, therefore, remains to be determined.

**Figure 4.**
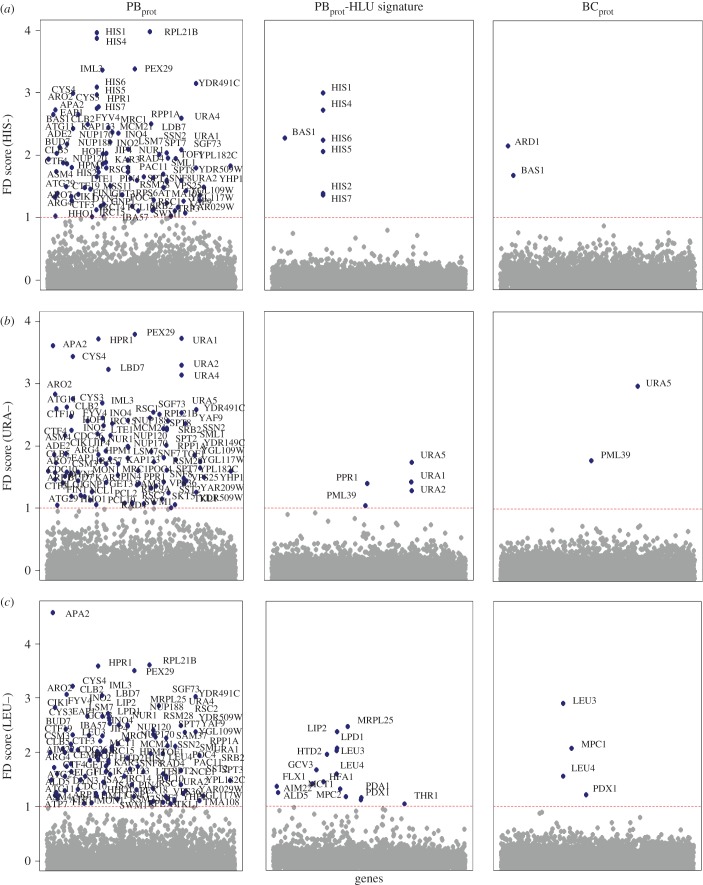
Fitness profiles of prototrophic collections in HIS–, LEU– and URA– dropout conditions. Fitness profiles for the PB_prot_ and BC_prot_ deletion collections in (*a*) HIS–, (*b*) URA– and (*c*) LEU– after five generations of growth. Left panel: FDs observed for the PB_prot_. Middle panel: PB_prot_ fitness profiles after correcting for the 73 genes in the HLU signature (Material and Methods), revealing histidine-, leucine- and uracil-specific effects. Right panel: fitness profiles observed for the BC_prot_ collection in the same condition. Red dashed line indicates the significance threshold of an FD score of 1.0.

Compared with *HIS3* and *URA3* auxotrophy, deletion of *LEU2* is considered more detrimental to cellular physiology, exhibiting slower growth rates [9] and a decreased rate of survival in starvation conditions [30,42]. 

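In LEU– the PB_prot_ strains of *HTD2* (2.27 ± 1.56, *q* = 3.0e-04), *GCV3* (2.23 ± 0.65, *q* = 8.6e-06), *AIM22* (1.73 ± 0.42, *q* = 8.8e-08) and *PDX1* (1.24 ± 0.26, *q* = 4.6e-04) were called. *LIP2* (2.67 ± 0.65) and *LPD1* (2.44 ± 0.74) were called in the wider reading. Of the genes in the paper's LEU– profile 7 of 8 tested were called, and the number was the same when adjusted over the list alone. After subtraction of the HLU signature the FD scores were 1.83 (*HTD2*), 1.23 (*GCV3*), 1.29 (*AIM22*), 1.14 (*PDX1*), 2.61 (*LIP2*) and 2.20 (*LPD1*). *AIM22* lost its call under quantile normalization (0.61, *q* = 0.291). *HFA1* (1.08 ± 0.61) fell under 1 without LEU– replicate 2 (0.96) or without SC replicate 3 or 4 (0.98 each). *PDA1* (0.84 ± 0.50) was not called, but was with replicate number as a block (1.10, *q* = 3.3e-06) and without LEU– replicate 1 (1.23), LEU– replicate 3 (1.16), or SC replicate 2 or 4 (1.03 each).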

In leucine dropout conditions, PB_prot_ FDs included *HTD2* from the mitochondrial fatty acid biosynthetic pathway (FASII), genes involved in protein lipoylation (*AIM22, GCV3*, *LIP2*), and *LPD1* and *PDX1* encoding the mitochondrial dihydrolipoyl dehydrogenase complex. Consistent with these results, the BC_prot_ leucine profile reported *PDX1*, as well as *MPC1,* a subunit of the mitochondrial pyruvate carrier (*MPC1/MPC2*), and the transcription regulators *LEU3* and *LEU4*. 

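In the BC_prot_ LEU– profile *LEU3* (2.69 ± 1.86, *q* = 6.7e-04), *LEU4* (1.76 ± 0.40, *q* = 6.7e-04) and *MPC1* (1.67 ± 0.28, *q* = 3.0e-05) were called, and *PDX1* was not (0.77 ± 0.35, *q* = 0.999). Of the 7 genes of the paper's profile that were tested 3 were called, and 4 when adjusted over the list alone, with *PDA1* added (1.48 ± 0.61, *q* = 0.135). *LEU3* lost its call with replicate number as a block (2.67, *q* = 0.277) and in a fit of the 2 groups only (*q* = 0.998). *LEU4* lost it with the 2 groups only (*q* = 0.0870) and with the mean of tags (1.44, *q* = 0.0993), and *MPC1* with the mean of tags (1.40, *q* = 0.999). *PDA1* was also called over all strains without LEU– replicate 1 (1.72, *q* = 0.0187). *MPC2* had an FD score of 1.38 ± 0.35 in the wider reading (*q* = 0.0726). In PB_prot_ *LEU3* and *LEU4* stood at 1.63 ± 0.24 and 1.62 ± 0.16. The difference between the collections in LEU– was not tested.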

As such, the strains incurring FDs in both collections are deleted for genes that regulate beyond those explicitly required for leucine biosynthesis (figure 4*c*). These observations are of particular interest as leucine is thought to play a role in central metabolism, including iron–sulfur cluster biogenesis, mitochondrial genome maintenance, and regulation of acetyl-CoA between mitochondrial and cytoplasmic compartments [43]. The FASII pathway is thought to provide the octanoic acid required for biosynthesis of the cofactor lipoic acid (*AIM22, GCV3*, *LIP2*), which in turn is required by the mitochondrial pyruvate dehydrogenase complex (*LPD1, PDX1*), suggesting that the leucine biosynthetic pathway plays a substantial role in maintaining healthy mitochondrial function [33]. To date, however, the exact role of the FASII pathway has not been directly demonstrated and, therefore, the relationship between leucine metabolism and the FASII pathway, which cannot be evaluated in the YKO_aux_ collection due to leucine auxotrophy, serves to highlight an advantage of the prototrophic collections.

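The BC_prot_ dropout profiles held few calls: 4 strains in TRP–, 3 in LEU–, 1 each in ADE–, HIS–, MET– and URA–, and none in ARG– or LYS– (limma, 0 and 2 strains at unadjusted *p* under 0.05 with an FD score of at least 1). MET– rested on 2 arrays here against 3 in the paper, and LYS– on 4 against 2. The call in ADE– was *PHO2* (2.80 ± 0.53), and without ADE– replicate 1 it was lost (2.56, *q* = 0.0630). HIS– had *ARD1* alone (2.55 ± 0.65), and lost it without HIS– replicate 1 (2.06) or 2 (2.19) or SC replicate 1 (2.24) or 3 (2.25), and with replicate number as a block (2.21, *q* = 0.0871). *PML39* in URA– (1.60 ± 0.43) was lost without URA– replicate 1 (1.44) or SC replicate 3 (1.46) or 4 (1.65). *MET12* in MET– stood at 2.43 ± 1.23 (n = 2), and without MET– replicate 1 there were 2 calls, the remaining array being assumed to vary like the other groups. In MM, compared with SC, 15 strains were called (n = 4), *LEU3* among them at 2.43 ± 0.36.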

Because the majority of deletion strains required for amino acid and nucleotide biosynthesis are missing from the BC_prot_ collection, the resulting FDs were observed only in strains that are specifically compromised for growth in dropout, but not in MM (on which the prototrophic deletion strains were selected). Reported fitness scores included several strains deleted for genes in the GAAC system, including *ARO3*, *ARO4*, *GCN3* and *GCN20,* also observed in the YKO_aux_ and PB_prot_ collections (electronic supplementary material, figure S5). 

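In TRP– the BC_prot_ strains of *ARO3* (4.52 ± 1.28, *q* = 2.4e-11), *GCN3* (2.64 ± 0.27, *q* = 7.9e-07) and *GCN20* (2.09 ± 0.56, *q* = 9.8e-08) were called. The same 3 were called in YKO_aux_ (4.22 ± 0.43, 3.67 ± 0.85, 2.74 ± 0.26) and in PB_prot_ (3.52 ± 1.22, 3.02 ± 0.77, 1.52 ± 0.02). *ARO4* had no present tag in SC in BC_prot_ (tag means 4.59 and 8.12) or in PB_prot_ (4.86 and 8.45). In YKO_aux_ its wider reading gave an FD score of 0.25 ± 0.58 in TRP–.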

*GCN4,* however, was present only in the YKO_aux_ collection due to the requirement for this important transcriptional activator during the nutrient selection steps required for the construction of both prototrophic collections.

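The *gcn4Δ* strain had both tags present in SC in YKO_aux_ (means 8.67 and 10.68) and none in PB_prot_ (5.48 and 6.32). In BC_prot_ 1 of its 2 tags was present in SC (7.98 and 9.49), and both were present in YPD, where none was in YKO_aux_. A tag has to pass in all 17 YPD controls of YKO_aux_. The *gcn3Δ* strain, with SC tag means of 10.31 and 10.42 in YKO_aux_, also had no tag present in YPD. The YPD call therefore does not show that *gcn4Δ* is missing from YKO_aux_. The *gcn4Δ* FD score in TRP– was 4.70 ± 0.17 in YKO_aux_ (*q* = 1.9e-12), and in BC_prot_ 0.35 ± 0.26 in the wider reading. In ARG– it was 4.15 ± 0.33 in YKO_aux_.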

A unique BC_prot_ FD observed was for the strain deleted for *CPA1*, a gene required for arginine biosynthesis. 

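The array carries 2 *cpa1Δ* strains from different plates. In 1 of them the BC_prot_ downtag averaged 10.60 ± 0.34 log2 units in MM (n = 4) and 10.23 ± 0.08 in URA– (n = 3), against 7.54 ± 1.70 in SC (n = 3). It stood at 7.72 in ADE–, 7.84 in ARG–, 7.77 in HIS–, 7.99 in LEU–, 7.53 in LYS–, 8.31 in MET– and 8.39 in TRP–. It was higher, 9.11 to 9.41, in GLN–, GLY–, SER– and THR– (n = 2 each), media that contain uracil. Its tags did not pass the presence rule in SC, so *CPA1* has intensities and no FD score in BC_prot_. The second *cpa1Δ* strain had no tag present in SC in BC_prot_, and only its downtag in GLN–, GLY–, SER– and THR– (7.44 to 8.30) averaged above the presence threshold of 7.35. Without and with uracil its downtag averaged 5.79 and 6.75 and its uptag 5.32 and 5.47, all under that threshold, so no effect of uracil was read from this strain.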

The *cpa1Δ* BC_prot_ strain exhibited severe FDs in all conditions *except* in minimal and uracil dropout media (electronic supplementary material, figure S6). By contrast, the YKO_aux_ and PB_prot_ *cpa1Δ* strains were sensitive only in arginine dropout media (figure 5*a*). These results were observed using both the YKO_aux_ and the *MATa* collection (electronic supplementary material, figure S7). 

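In ARG– the FD score of *cpa1Δ* was 2.99 ± 0.84 in YKO_aux_ (*q* = 2.9e-09) and 4.39 ± 0.74 (*q* = 1.1e-16) and 4.03 ± 1.67 for the 2 strains in PB_prot_. For the strain tested in both collections the difference between PB_prot_ and YKO_aux_ was 0.27 in ARG– (SE 0.70, *q* = 0.996, −0.25 to 1.23 with 1 array left out, the highest without PB_prot_ ARG– replicate 3 at *q* = 0.999), and −0.23 to 0.33 in ADE–, LYS–, MET– and TRP–. In PB_prot_ its downtag averaged 10.44 ± 0.16 in SC (n = 4), 10.85 ± 0.20 in URA– and 10.78 ± 0.05 in MM (n = 4). In YKO_aux_ it averaged 10.27 ± 0.06 in SC (n = 4) and fell to 7.43 ± 0.84 in ARG– and 7.10 ± 0.59 in MM supplemented with uracil, a medium that also lacks arginine.

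**Figure D2:**
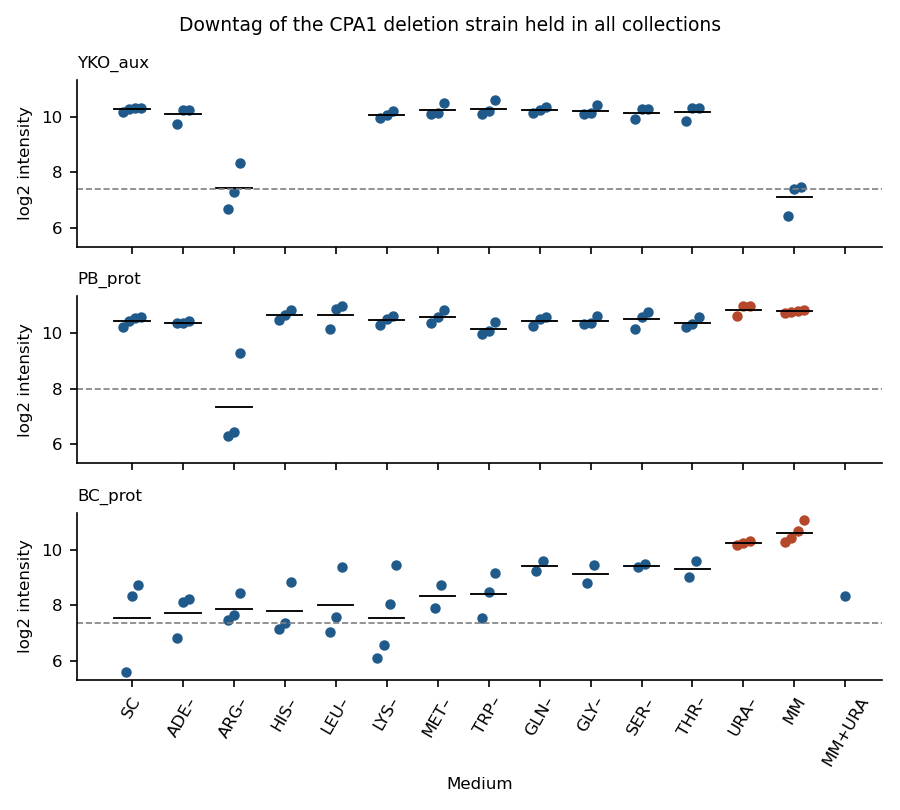
Downtag log2 intensity of the *cpa1Δ* strain in each array, by medium, for YKO_aux_, PB_prot_ and BC_prot_, with bars for means and a dashed line for the presence threshold. Red points are media without uracil, and in BC_prot_ all of them lie at 10.16 or above while the highest other array lies at 9.59.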

Because the *can1Δ* (encoding the major arginine transporter) in the genetic background of the BC_prot_ collection (table 1) is synthetically lethal with genes in the arginine pathway, we investigated how the *cpa1Δ* strain was able to survive selection on MM during strain construction and why it manifested such an unusual phenotype. An explanation was provided by a classical biochemical study [45] examining the regulation of pyrimidine biosynthesis and the two genes, *CPA1* and *URA2,* that encode carbamoyl-phosphate synthase (CPS) (figure 5*b*, –uracil). The activity of either is sufficient to supply the metabolic product carbomyl phosphate, required for both arginine and pyrimidine biosynthesis. In MM, *URA2* is expressed and active, allowing the *cpa1Δ* strain to grow normally. Addition of uracil to the media represses the *URA2* enzyme through negative feedback, and *cpa1Δ* is inviable due to the absence of any carbomyl phosphate synthetase activity (figure 5*b*, +uracil). Viability can be rescued by adding arginine to the media as evidenced by the PB_prot_ *cpa1Δ* (figure 5*c*). However, the BC_prot_ *cpa1Δ* strain is also deleted for *CAN1* (encoding the major arginine transporter), which prohibits rescue even in the presence of excess arginine (figure 5*c*). This *can1Δ cpa1Δ* negative genetic interaction therefore explains the FDs observed for the BC_prot_ *cpa1Δ* in all conditions where uracil is present. 

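Over all BC_prot_ arrays in SC media, the *cpa1Δ* downtag averaged 10.44 ± 0.31 in the 7 arrays without uracil and 8.22 ± 1.06 in the 33 arrays with it, a difference of 2.22 (exact permutation *p* = 1.98e-06). The uptag differed by more, 9.81 ± 0.51 against 6.75 ± 0.93 (exact permutation *p* = 5.36e-08, the smallest possible with these arrays). Both *p*-values treat single arrays as units, while uracil is a property of the medium and only URA– and MM lacked it. They therefore do not measure the spread between media. By medium, the downtag means with uracil reached 9.41 at most, against 10.23 in URA– and 10.60 in MM. Leaving out 1 array moved the difference to 2.12–2.27 for the downtag and 2.94–3.17 for the uptag. The single BC_prot_ array in MM with added uracil stood at 8.33 for the downtag and 8.76 for the uptag, the highest uptag of the arrays with uracil and below the lowest without it (9.17). The paper reasons that uracil represses *URA2*, so that *cpa1Δ* then depends on arginine from the medium, and that *can1Δ* prevents its uptake. It concludes that this genetic interaction explains the defect wherever uracil is present. These arrays cover the dependence on uracil, and strains with *CAN1* intact in the BC_prot_ background were not analysed here.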

Interestingly, in a previous study, a BC_prot_-specific *cpa1Δ* FD (as well as the *cpa1Δ_uORF*) was observed when grown in rich media with dextrose (YPD) that was alleviated in rich media with galactose providing the sole carbon source (YPGal) (log ratio −3.5 and −2.9, respectively) [28], suggesting a depression of the pyrimidine pathway in line with the known requirement for UTP in YPGal metabolism. Taken together, the can1(deletion symbol)cpa1(deletion symbol) phenotypes described above are consistent with the need for an active pyrimidine biosynthesis pathway in order to rescue these strains' FDs (electronic supplementary material, figure S8).

**Figure 5.**
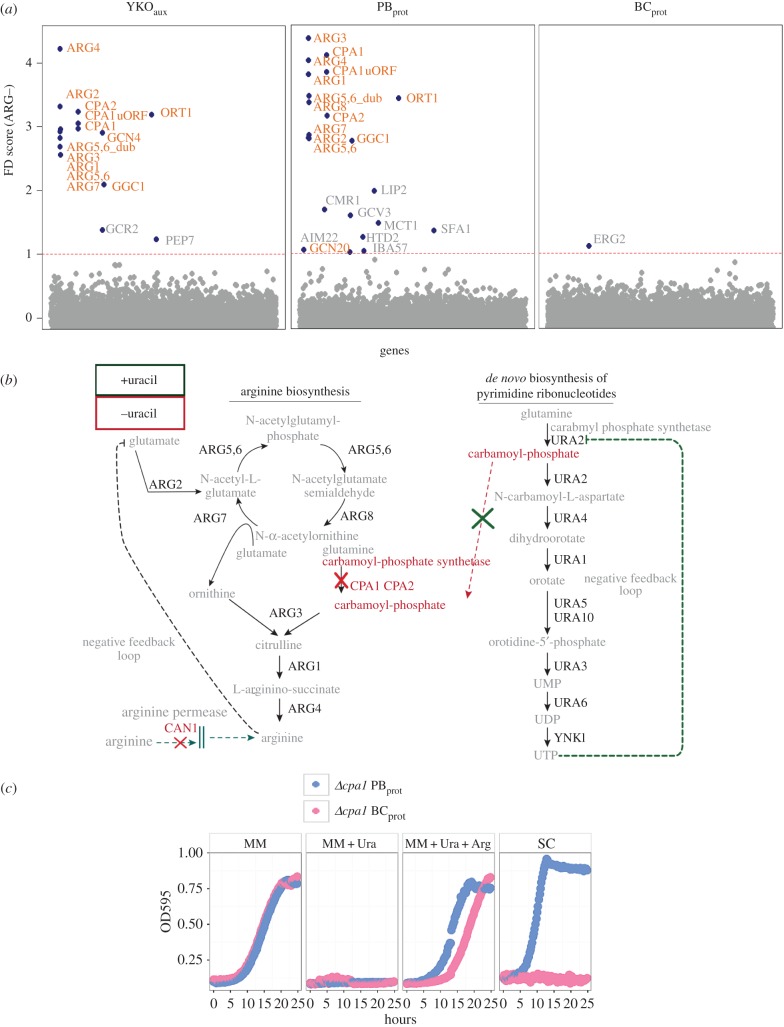
Fitness profiling reveals genotype-specific biology. (*a*) Fitness profiles in ARG– for the YKO_aux_, PB_prot_ and BC_prot _deletion collections. Orange labels: FDs in genes known to be required for arginine biosynthesis. Red dashed line indicates the FD significance threshold of 1.0. (*b*) Schematic depiction of the cross-talk between the arginine and pyrimidine biosynthetic pathways via the metabolite carbomyl phosphate. In the absence of arginine and uracil supplementation (red), the *cpa1Δ* strain grows normally by ‘borrowing’ carbamoyl phosphate produced by the pyrimidine biosynthetic pathway. If uracil is added (green), the pyrimidine pathway is repressed, and growth of the *cpa1Δ* strain is prohibited, phenocopying the synthetic lethal interaction of *ura2Δ* with *cpa1Δ*. (*c*) Testing of collection-specific phenotypes observed for the *cpa1Δ* strain by individual strain analysis. The PB_prot _and BC_prot _*cpa1Δ* strains grow normally in minimal media (MM), and neither grows in the presence of exogenous uracil (MM + Ura). Arginine amounts present in standard SC media (86 mg ml^−1^) is sufficient to rescue the PB_prot _*cpa1Δ* phenotype (SC), as is true for the YKO_aux _*cpa1Δ* strain (data not shown). By contrast, even arginine concentrations 150× higher than in SC (1.3 × 10^4^ mg ml^−1^, MM + Ura + Arg) are insufficient to fully rescue the BC_prot _*cpa1Δ* strain due to the deletion in *CAN1* (encoding the major arginine transporter) present in the BC_prot_ genetic background.

#### 2.2.2. Drug and small-molecule stress conditions

Results from chemogenomic profiling of the DNA-cross-linking agent cisplatin for all three collections were consistent with established mechanisms and previous genome-wide fitness studies [46–48]. 

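In cisplatin *RAD1* was called in YKO_aux_ (2.65 ± 0.95), PB_prot_ (3.03 ± 1.13, n = 4) and BC_prot_ (2.56 ± 1.71, n = 4), and so was *RAD5* (4.94 ± 1.33, 2.47 ± 1.03, 3.32 ± 1.59). *REV1* stood at 2.37 ± 1.10, 1.45 ± 0.72 and 2.14 ± 1.20 in the same order. All 6 named genes tested in each collection were called, over all strains and adjusted over the list alone. Of the strains added by the wider reading, *REV3* (2.39, 2.35, 2.87) and *PSO2* (2.61, 2.09, 2.38) were called in each collection. *RAD59* in PB_prot_ (1.00 ± 0.96) lost its call without cisplatin replicate 4 (*q* = 0.0724). The total number of strains called was 20 (YKO_aux_), 23 (PB_prot_) and 28 (BC_prot_). PB_prot_ had 4 cisplatin arrays here, where the paper lists 3.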

Strains exhibiting drug sensitivity in all three collections were significantly enriched for specific DNA damage response (DDR) processes that included, for example, nucleotide excision repair (NER) (*RAD1, RAD2, RAD4, RAD10, RAD14*), homologous recombination repair (HRR) (*RAD51, RAD55, RAD59*), post-replication repair (PRR) (*RAD5, RAD18*), translesion synthesis (TLS) (*REV1, REV3*) and *PSO2,* which is required for repair of cisplatin-induced inter-strand cross-links (figure 6*a*). 

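The *his5Δ* strain had 1 tag above background in YKO_aux_ and in PB_prot_, so its FD scores in cisplatin come from the wider reading: 2.21 ± 0.61 in PB_prot_ (n = 4, *q* = 3.2e-09) and −0.09 ± 0.46 in YKO_aux_. The difference between the 2 collections was 2.44 (limma interaction, SE 0.41, *q* = 0.00765 over 3523 strains), and 2.19 to 2.69 with 1 array left out. In BC_prot_ its downtag averaged 7.28 in the controls, just under the threshold of 7.37. Its FD score there, 1.50 (0.28 to 2.13 over the arrays), was therefore not tested. With replicate number as a block the interaction was 2.01 with *q* = 0.203, although the replicate numbers of these arrays do not mark pairs.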

Interestingly, *HIS5* appears with a significant FD in the PB_prot_, but not in the YKO_aux_ or BC_prot_ profiles (figure 6*a*). As there is cross-talk between the histidine and adenine pathways, it is possible that there is an impact on histidine biosynthesis during DDR. In addition, of the 36 genes involved in DNA damage with a significant FD score in at least one collection, approximately 60% (22) exhibit slow growth only in YPD but not in MM. Reflecting the ability of the PB_prot_ and BC_prot_ to maintain these strains during collection construction in MM, approximately 75% of these genes were present in those two collections, compared with approximately 25% in the YKO_aux_ collection.

**Figure 6.**
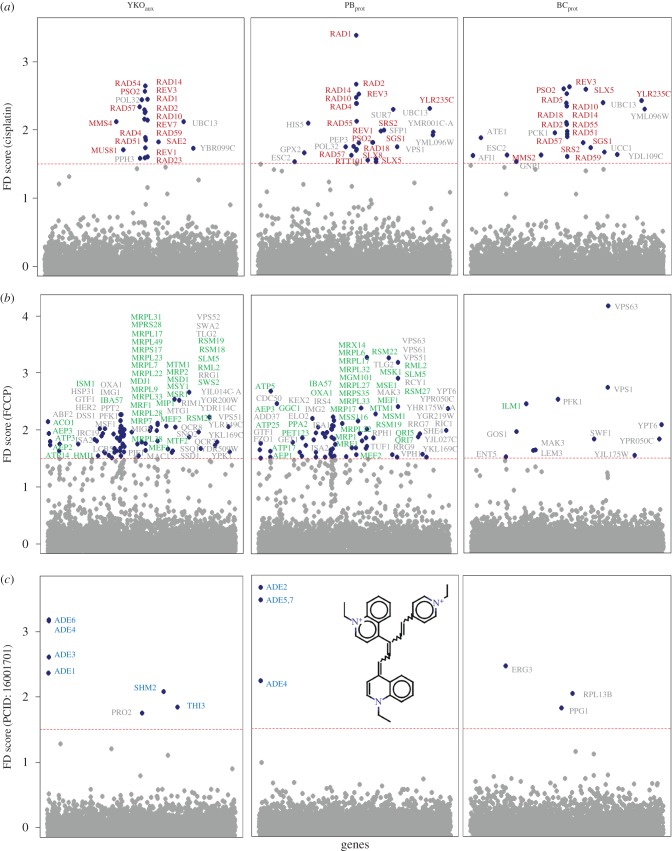
Comparative chemogenomic fitness profiling. Fitness profiles of the median FD scores across three replicates for the YKO_aux_, PB_prot_ and BC_prot_ deletion collections in (*a*) the DNA cross-linking agent cisplatin, (*b*) the proton ionophore FCCP and (*c*) a novel quinolone compound (PCID 16001701) [32]. Red, blue, green labels: FDs observed for strains deleted for genes annotated in DDR (DNA damage response), adenine biosynthesis and mitochondrial processes, respectively. Red dashed line indicates an FD score of 1.5.

In *S. cerevisiae,* approximately 1000 of all 6000 genes participate in mitochondrial processes and serve crucial, evolutionarily conserved cellular functions. We therefore focused on conditions that perturb mitochondrial function to compare deletion collections. 

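The mitochondrial translation list was fixed here by gene symbol, as mitochondrial ribosomal proteins, and was not taken from the paper. Listed mitochondrial translation strains had a median FD score in CCCP of 2.06 in YKO_aux_ (SD between arrays 0.11, 13 strains) and 2.10 in PB_prot_ (0.11, 21 strains). In FCCP it was 1.31 (0.07) and 1.19 (0.17), and in YPG 1.20 (0.20, n = 2 arrays) and 1.94 (0.24, n = 4). The set ranked above the other strains in all 6 comparisons (limma camera, adjusted *p* = 4.7e-22 or smaller in each, higher in every array). These *p*-values rest on a preset correlation between strains of 0.01. With the correlation estimated, at 0.129 in YKO_aux_ and 0.146 in PB_prot_, camera gave adjusted *p* of 2.5e-07 to 2.8e-06. Called strains numbered 44 (CCCP), 37 (FCCP) and 43 (YPG) in YKO_aux_ and 67, 42 and 86 in PB_prot_. In the wider reading the set had 30 strains in YKO_aux_ and 40 in PB_prot_, with medians of 2.22, 1.37 and 1.23 and of 2.06, 1.21 and 1.93. The calls of camera held under fry and with an estimated correlation between strains, for these tests and for those in BC_prot_.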

Fitness profiles of the three collections in low doses of the mitochondrial membrane potential poisons CCCP and FCCP as well as growth in obligate respiratory media (YPG, where glycerol provides the carbon source) exhibited strong enrichment in both YKO_aux_ and PB_prot_ profiles for mitochondrial translation and respiration (*q* < 1 × 10^−17^ in all conditions). By contrast, the BC_prot_ fitness response was relatively sparse; no enrichment was observed in any of the mitochondrial stress conditions, reflecting the significant proportion of mitochondrial deletion strains missing in that collection (figure 6*b*).

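In BC_prot_ 5 strains of 4 listed mitochondrial translation genes (*MRP13*, *MRP49*, *MRPL44* and 2 strains of *MRPL39*) were tested. Their median FD score was 0.43 in CCCP (SD between arrays 0.04, limma camera, adjusted *p* = 4.7e-05), 0.0615 in FCCP (0.22, adjusted *p* = 0.127) and 0.47 in YPG (0.13, n = 4, adjusted *p* = 1.8e-04), and it was above that of the other strains in each array. Without FCCP replicate 2 the FCCP median was 0.32 and camera gave 0.0272, unadjusted. The 9 strains of the wider reading had medians of 0.42 (adjusted *p* = 2.2e-04), 0.13 (adjusted *p* = 0.0634) and 0.29 (adjusted *p* = 0.0146) in CCCP, FCCP and YPG. None of the 5 had an FD score of at least 1 in CCCP or FCCP, and in YPG *MRP49* (1.09) and *MRPL39* (1.14) did. Strains called numbered 10 in CCCP, 12 in FCCP and 17 in YPG, with *VPS51* first in CCCP (2.09 ± 0.24) and FCCP (3.19 ± 0.79). The paper reasons that the sparse BC_prot_ response reflects mitochondrial deletion strains missing from that collection. BC_prot_ had the fewest listed strains to test, and the difference in response between collections was not tested.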

Challenging the deletion collections with a compound of unknown mechanism provides an unbiased stress for comparing the three collections. The fitness signature of a cationic quinolone (PCID 16001701) previously screened by our laboratory [32,49] was highly correlated with adenine dropout fitness profiles (electronic supplementary material, figure S5*a*). We reproduced this gene signature in the YKO_aux_ which was supported by a similar profile in PB_prot_, identifying adenine and folic acid biosynthesis genes (*ADE1*, *ADE3*, *ADE4*, *ADE6*, *SHM2, THI3*) (figure 6*c*). 

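For the quinolone compound in YKO_aux_, *THI3* (2.40 ± 0.29, *q* = 2.6e-11) and *SHM2* (2.29 ± 0.47, *q* = 0.00602) were called, the only calls among all strains and the same 2 of 3 named genes when adjusted over the list alone. *SHM2* lost its call without drug replicate 1 (1.91, *q* = 0.145) or 3 (1.97, *q* = 0.161). In the wider reading *ADE4* (3.35 ± 0.79, *q* = 3.5e-09), *ADE6* (3.05 ± 0.32) and *PRO2* (1.56 ± 0.72) were called as well. In PB_prot_ none of the named genes had both tags present and no strain was called (limma, 0 at unadjusted *p* under 0.05 with an FD score of at least 1). The wider reading called *THI3* in PB_prot_ (1.88 ± 0.33, *q* = 6.8e-08), and without drug replicate 1 the PB_prot_ profile had 1 call under the rule for every tag. YKO_aux_ and PB_prot_ had 3 drug arrays each here, where the paper lists 4.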

The profiles from these two collections suggest the compound acts via a mechanism that requires adenine biosynthesis directly or indirectly. The BC_prot_ profile was uninformative with respect to the mechanism of action of this compound.

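The BC_prot_ profile of the same compound had 2 calls, *THI3* (2.95 ± 1.41, *q* = 2.8e-06) and *SHM2* (1.68 ± 1.37, *q* = 1.6e-04), from 6 drug arrays against 7 controls where the paper lists 4 drug arrays. No other strain was called, and *PRO2* stood at 0.03 ± 0.47. Adjusted over the list alone the same 2 of 3 named genes were called. In the wider reading *ADE4* had an FD score of −0.36 ± 0.88, and 2 of 5 named genes were called. The 2 genes called in BC_prot_ were thus the 2 called in YKO_aux_ under the same rule. The difference between these collections was not tested.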

## 3. Discussion

Our comparative, genome-wide fitness survey of the original YKO_aux_ and two prototrophic versions of the collection across diverse environmental and stress conditions revealed several surprising findings relevant to applying these collections in gene function studies. First, while both the PB_prot_ and BC_prot_ satisfy the definition of prototrophy, ‘that a cell or organism has the same nutritional requirements as wild- type’, the benefits of prototrophy are offset by the cost of losing informative deletion strains. For example, the selection on MM during the construction of the prototrophic collections by definition prohibits future study in these basic nutrient conditions, as informative strains unable to grow will be selected against. Our study demonstrates that these required selection steps introduced both predictable and unexpected biases. Specifically, only approximately 25% of the 882 strains missing from the BC_prot_ collection were anticipated based on these selection steps. Of the remaining 670 strains, 57% (380) were also missing from the PB_prot_ collection, about half of which were identified as slow growers. To avoid misinterpretation in analysing fitness profiles, it is important to be aware of the biological processes associated with these missing strains. While the repair of the YKO auxotrophies by genetic complementation in PB_prot_ was more effective than backcrossing to a prototrophic strain (with respect to strain loss), it was not neutral. Phenotypic differences between episomal and integrated genetic complementation are well documented [50,51]. We therefore expect that, despite our ability to successfully correct for a well-defined HLU signature, unanticipated episomal effects are likely to occur that will escape detection. By contrast, though the BC_prot_ collection restored prototrophic markers to their native location (with the exception of the *HIS3* orthologue from *S. pombe* from a non-*HIS3* promoter), the *CAN1* and *LYP1* deletions present in the genetic background also introduced biases, as demonstrated for the *cpa1Δ can1Δ* synthetic lethal phenotype. These effects disrupt a key feature of competitive fitness assays—namely that the relative strain abundance in the starting pool is approximately equal. Nutritional selection steps skew this initial distribution, particularly when multiple strain passages are part of the construction methodology. As a result, the ability to detect FDs becomes more difficult, as reflected by the divergent background thresholds and lower signal intensity distributions of the prototrophic collections, compared with the YKO_aux_ collection (electronic supplementary material, figure S2).

The unexpected liabilities present in the prototrophic collections underscore that highly engineered versions of YKO_aux_ deletion collections are more constrained than generally assumed. Informative strains lost from the BC_prot_ collection (approx. 900 strains) share significant biological enrichment for genes involved in mitochondrial processes that compromise the ability to interrogate these processes (figure 1*c*). Consistent with this finding, we found that this set of strains was also absent in the *MATa* haploid SGA. The SGA collection serves as the starting point for the study of synthetic genetic interactions [52], yet approximately 1800 total strains are not detectable by barcode microarray hybridization signal (electronic supplementary material, figure S9), limiting the biological space surveyed by SGA and related deletion collections requiring sequential selective pinning assays. Nonetheless, the value of these and other collections and technologies in providing biological insight beyond the scope of the original YKO is indisputable.

The ability to perform such a precisely genetically controlled study on three genotypically distinct deletion collections in *S. cerevisiae* is not currently feasible in other systems. Our results therefore may provide insight into fundamental principles of genotype-by-environment relationships. For example, although the concept of robust genetic buffering is pervasive in the literature (primarily from the systematic study of digenic interactions), our results also suggest that condition-dependent cellular responses (i.e. phenotype) are greatly influenced by genotype.

The experimental design and assay constraints described here may help guide screens in other organisms and cell lines as they become tractable using CRISPR and other genome-editing techniques. Systematically benchmarking genomic libraries will be critical to establishing and maintaining the quality of functional and phenotypic gene annotations. Finally, we hope our study will serve to encourage and guide the design of future yeast deletion collections, most notably the need to move beyond derivative YKO_aux_ libraries to the de novo construction of a truly prototrophic collection.

## 4. Conclusion

This work underscores the degree to which systematic genetics and genomics has advanced our understanding of genotype–phenotype relationships. The resolution of comparative fitness profiling is highly sensitive, providing detailed biological insight and revealing methodological biases inherent in strain construction. Furthermore, this work demonstrates that despite differences in protocols, laboratories and experimental read-out, the results presented here can readily be extended to meta-analyses. We hope that these results encourage systematic comparative genomics of more divergent yeast collections such as those described for pseudo-filamentous or enological strains [53,54] and closely related human pathogens [55].

## 5. Material and methods

### 5.1. Yeast deletion strains and media preparation

The YKO_aux_ and *MATa* deletion collections are from the original stock centre of the *Saccharomyces* Genome Deletion Project [1], curated and maintained by Angela Chu at the Stanford Genome and Technology Center. The PB_prot_ [9] and BC_prot_ [25] deletion collections were kindly provided by the Ralser and Caudy laboratories. Synthetic complete and amino acid dropout media were purchased from Sunrise Science Products. The curators of Saccharomyces Genome Database (SGD) [7] provided the data that 76% of the phenotypic annotations (111 504 out of a total 146 128) were derived from the YKO (personal communication, March 2017).

### 5.2. Deletion pool construction

The diploid YKO_aux_, haploid *MATa*, BC_prot_ and PB_prot_ collections were pinned (S&P Robotics Inc., BM3- BC) from thawed glycerol stocks in 384-well or 96-well plates, respectively, onto rich YPD media (20 g l^−1^ bacto peptone, 10 g l^−1^ yeast extract, 20 g l^−1^ bacto agar and 20 g l^−1^ glucose), and recovered for 48–72 h at 30°C until colonies reached 2 mm in diameter. Plates were flooded with 12 ml liquid media and yeast cells were soaked and scraped off the plates. Resuspended cells from each plate were pooled in a sterile flask, and the final OD_600_ of the pool was adjusted to a final 50 OD_600_ ml^−1^. DMSO was added to the pool to a final concentration of 7% (v/v), mixed well, and the final pool aliquoted into individually capped PCR tubes and stored at −80°C.

### 5.3. Competitive fitness assays: synthetic media screens

Pooled deletion strains were diluted to starting OD_600_ of 0.0625 in 700 μl and were grown in duplicate wells on the same plate for five doublings in a Tecan Genios (Tecan Systems, Inc.) spectrophotometer at 30°C. Cells were manually harvested (synthetic media and drug screens) or automatically collected (YPG screens) using a Packard Multiprobe (PerkinElmer) liquid handler and stored at −20°C in a 48-well plate for no longer than 1 day. For the amino acid dropout experiments, each pooled collection was grown in SC medium or rich medium (YPD) as the control condition, and synthetic medium with an individual amino acid of interest dropped out as the experimental condition. For the YPG experiments, 3% glycerol was the experimental condition and YPD was the control condition.

### 5.4. Competitive fitness assays: chemical screens

Samples were subject to the same starting OD_600_ and doubling times as above. Screening concentrations for each compound (cisplatin (Toronto Research Chemicals), PCID 16001701 (ChemDiv), CCCP (Sigma), FCCP (Sigma)) were determined by analysing dose–response curves on wild-type auxotrophic BY4743 or prototrophic BY4743 transformed with p*HLUM* to determine the concentration that inhibits BY4743 growth by 15–20% (200 µM for cisplatin, 125 µM for PCID 16001701, 32 µM for CCCP and 6 µM for FCCP). YPD plus solvent (2% DMSO) was used as the controls with the exception of cisplatin (2% H_2_O).

Following growth, genomic DNA was extracted from cell pellets using the YeastStar Genomic DNA Kit (Zymo Research, catalogue #D2002) and quantified using the NanoDrop 2000 (Thermo Scientific). Uptag and downtag barcodes were amplified separately, pooled and hybridized to the Affymetrix TAG4 microarray (Genflex tag16K array) as previously described [27,32].

### 5.5. Array normalization and preprocessing

Each probe on the TAG4 barcode microarray (Genflex tag16K array, Affymetrix) is represented by five replicate features dispersed across the array that allow hybridization artefacts to be identified and corrected. Hybridization artefacts were removed using a previously described masking algorithm [27]. Independent sample sets were defined by collection and growth media (six sets in total, PB_prot_, BC_prot_ and YKO_aux_ in SC and YPD). To define background thresholds independently for each pool, we used a two-component Gaussian mixture model to fit the distribution of tags in the control arrays in each set (R v. 3.2.2, mixtools package, v. 1.0.4) [56,57]. The estimated components represent tags that successfully hybridized (present) and tags that did not hybridize (absent). We used the posterior distribution of the assignment of a tag to the present or absent component to select present tags for further analysis in non-control array data. To be called as present, all tags representing an ORF had to have a posterior value greater than 0.5 in all of the control replicates.

During the course of this study, we recognized that the homozygous BY4743 pools we used in this study were missing a subset of 143 strains due to a technical error that occurred during pool construction. These strains are part of the YKO v. 2.0 (http://www-sequence.stanford.edu/group/yeast_deletion_project/ykov2.html) that had already been added to the *MATa* versions of the collections available from commercial suppliers. Because our homozygous strain collection is derived from the original Stanford collection, these strains were omitted during shipment. In our study of the homozygous collection, the presence of these strains is supported by more than 3000 experiments [32]. This small subset of strains was used only for the purposes of the Venn diagram presented in figure 1*a*.

Next, tags designated as present upstream (uptags) and downstream (downtags) of the drug resistance cassette were normalized separately to their overall median across arrays within each of the six sets (the PB_prot_, BC_prot_ and YKO_aux_ collections in SC and YPD media). The uptag and downtag were collapsed into a single value by selecting the ‘best’ tag defined by the tag that exhibited the lowest coefficient of variation across the control replicates for each set. Biological replicates for each condition were performed in triplicate and batch corrected for technical variation using the ComBat function available in the R sva package (v. 3.14.0) [58].

### 5.6. Fitness defect scores

FD scores for each tag in each set were calculated by subtracting the log_2_ intensity of each individual tag in the treatment condition from the corresponding median in the control conditions. To estimate strains exhibiting significant FD scores, values from independent triplicate experiments were fit to a linear model; *q-*values (threshold *q* < 0.05) were obtained from the resulting *p-*values using the Benjamini—Hochberg method to adjust for multiple comparisons [59]. Pearson's correlations between the YKO_aux_ and PB_prot_ collections were calculated using deletion strains that had an FD score greater than one in at least one common nutrient-limiting condition. Fitness profiles for each condition (figures 2–6; electronic supplementary material, figures S1, S5, S7 and S8, Additional File S4) were summarized by the median value across triplicate FD scores. Similarly, the PB_prot_ HLU signature was defined by the median FD across the HIS–, URA– and LEU– replicates. To identify specific FDs in HIS–, URA– and LEU– dropout conditions, the PB_prot_ HLU common signature was subtracted from each of the HIS–, LEU– and URA– dropout conditions. To compare the overlap between FDs observed in Bar-seq versus those observed in the microarray analysis, only the experiments common to both were used (electronic supplementary material, Additional File S4).

### 5.7. GO enrichment

GO enrichment analysis was performed in Cytoscape (v. 3.3) [60] with the ClueGO plugin (v. 2.2.5) [61]. Enrichments for strains missing in the BC_prot_ collection (figure 1*c*) and deletion strains in the HLU signature (figure 3, inset) were compared with the gene universe (defined by the set of strains present in at least one of the three deletion collections). GO biological process terms with less than five genes or greater than 300 genes were excluded from the enrichment analysis. A right-sided hypergeometric test was used with a Bonferroni step-down correction and a minimum *p-*value of 0.0005 with a kappa score threshold of 0.4 [62]. Node sizes shown in the figures were proportional to the number of genes found in the gene set associated with the term.

### 5.8. Individual strain analysis

The BC_prot_ and PB_prot_ *cpa1Δ* strains were grown individually from a starting OD_600_ of 0.0625 to saturation in MM, SC, MM + uracil and MM + uracil + arginine (1.3×10^4^ mg ml^−1^) as shown in figure 5*c* or as described for pooled growth.

### 5.9. Library preparation

Bar-seq libraries were prepared using a custom two-step PCR approach using Phusion High-Fidelity DNA Polymerase (Thermo Fisher). First, uptags and downtags were separately amplified as described above for competitive fitness assays, but using primer pairs UP_F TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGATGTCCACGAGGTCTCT and UP_R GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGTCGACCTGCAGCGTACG or DOWN_F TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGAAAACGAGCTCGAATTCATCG and DOWN_R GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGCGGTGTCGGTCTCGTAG. Uptag and downtag PCRs were then pooled in equal amounts and purified using the GeneJET PCR purification kit according to the manufacturer's instructions (Thermo Fisher). Second, purified barcodes were diluted 1 : 10 and 1 µl was used as template in the second PCR using Nextera XT index primers (Illumina), which contain individual barcodes as well as Illumina adapters. Cycling conditions were as follows: 98°C for 30 s; eight cycles of 98°C for 10 s, 55°C for 30 s, 72°C for 15 s; 72°C for 5 min. Libraries were then purified using Agencourt AMPure XP beads (Beckman Coulter) at a ratio of 3 : 5 beads to DNA, checked on Agilent High Sensitivity DNA chips for the Bioanalyzer (Agilent) and quantified using Quant-iT high sensitivity dsDNA Assay kit (Thermo Fisher). Pooled sequencing libraries were sequenced on a HiSeq 2500 (Illumina) in rapid run mode, generating paired or single-end 100 bp reads.

### 5.10. Bar-seq analysis

For the Bar-seq libraries sequenced with a paired-read protocol, the read mates were merged into single reads using BBMerge v. 8.82 from the BBTools/BBMap analysis suite (https://sourceforge.net/projects/bbmap/). Following that preliminary step, the same analysis procedure was then used on the reads originating from all the libraries, sequenced with paired or single-read protocols. Briefly, Bar-seq single sequence reads were first trimmed to 50 bases with Trimmomatic v. 0.33 [63] and then mapped to a yeast barcode database using the short-read aligner BWA v. 0.7.12 [64]. The BWA database was built using the barcode information from Pierce *et al.* [27] with the concatenation of barcode primer sequences at both ends of the barcodes specific for the uptags and downtags. Filtering of the aligned reads was performed with the SAMtools toolbox v. 1.2 [65], keeping only reads with mapping quality of 30 and above. Reads were counted for each library with the help of the BEDTools suite v. 2.24 [66] and a matrix of counts was created for the whole dataset with a custom-made Perl script for downstream statistical analysis. After filtering for tags that had greater than or equal to 50 counts across all control replicates, uptags and downtags for each strain were summed, normalized and analysed with the edgeR package v. 3.10.5 [67] as previously described [28].

## Supplementary Material

Genetic roster of each deletion collection by microarray intensity

## Supplementary Material

GO enrichment of strains absent in the BCprot

## Supplementary Material

Median log2ratios for comparative fitness profiling by microarray

## Supplementary Material

Average log2ratios for all conditions tested by Bar-seq

## Supplementary Material

GO enrichment of deletion strains present in the HLU signature

## Supplementary Material

Supplemental figure legends, additional files and references

## Supplementary Material

Figure S1

## Supplementary Material

Figure S2

## Supplementary Material

Figure S3

## Supplementary Material

Figure S4

## Supplementary Material

Figure S5

## Supplementary Material

Figure S6

## Supplementary Material

Figure S7

## Supplementary Material

Figure S8

## Supplementary Material

Figure S9

# Supplementary material for: Comparative functional genomic screens of three yeast deletion collections reveal unexpected effects of genotype in response to diverse stress
**Source:** Open Biol. 2017 Jun 7;7(6):160330. doi: 10.1098/rsob.160330
**Supplement:** Supplemental figure legends, additional files and references

# Supplemental figure legends, additional files and references

Additional File 1: Genetic roster of each deletion collection by microarray intensity

Additional File 2: GO enrichment of strains absent in the BCprot

Additional File 3: Median log2 ratios for comparative fitness profiling by microarray

Additional File 4: Average log2 ratios for all conditions tested by Bar-seq

Additional File 5: GO enrichment of deletion strains present in the HLU signature

**Figure S1. Bar-seq of the YKO_aux_ and *MATa* collections commonly identify biosynthetic genes in synthetic dropout media.**

Fitness profiles of the median fitness defect scores across 3 replicates for the YKOaux and *MATa* collections in the amino acid dropout conditions (a) TRP- and (b) ARG- relative to the synthetic complete (SC) control. Both collections recapitulated the established biosynthetic pathways with only minor differences in the deletion strains with significant fitness defects. Red dashed line indicates a FD score of 1.5.

**Figure S2. Comparison of empirical cumulative density (ECDF) distribution for each collection.**

ECDF distributions calculated using the mean value from triplicate batch corrected SC controls for each collection. Kolmogorov-Smirnoff tests between each pair of deletion pools were used to estimate the significance of the signal intensity densities shown. All distributions were significantly different at a *P* value threshold of less than 0.05.

**Figure S3. Relative strain presence in YPD is consistent with that observed in SC media.**

Venn diagram of strain presence in YPD compared to SC for each collection, demonstrating > 97% agreement between the two conditions.

**Figure S4. Strain presence assessed by microarray is consistent, but less sensitive compared with deep barcode sequencing.**

Assessment of ~500 strains called absent by hybridization in the BCprot that were inconsistent with strains present by deep barcode sequencing (~10,000 counts/strain) (Bar-seq) from a previous study [1]. a) Distribution of array intensity for all genes. (b) Distribution of array intensities for the 500 strains called absent by array and present by Bar-seq. The lower intensity observed for these 500 strains did not pass the background array threshold, consistent with the established greater sensitivity of Bar-seq [[2](#_35nkun2)] compared to microarrays.

**Figure S5. Fitness profiles for all conditions.**

Collection-specific fitness profiles representing the average FD score of 4 control replicates (SC) to 3 treatment replicates for the YKOaux, PBprot, and BCprot deletion collections in synthetic dropout media (a) ADE-, (b) LYS- (c) MET- and (d) TRP-.

**Figure S6. Collection-specific phenotypic differences for the *cpa1Δ* strain.**

Fitness defects are shown for the *cpa1Δ*  strain across all three deletion collections for different synthetic media. The PBprot and YKOaux *cpa1Δ* strain exhibit fitness defects only in media containing uracil and lacking arginine. The BCprot *cpa1Δ* strain, in contrast, was only fit in media lacking uracil.

**Figure S7. Qualitative comparison of three haploid collections.**

Collection-specific fitness profiles representing the average fitness defect score of 4 control replicates (SC) to 3 treatment replicates in synthetic dropout media lacking arginine (ARG-) for the (a) *MATa* (Bar-seq), (b) PBprot and (c) BCprot collections (microarray). Strains with deletions for genes in the arginine biosynthetic pathway are seen for the *MATa* and PB_prot_, but not for the BC_prot_ profiles. Red dashed line indicates a FD score of 1.5.

**Figure S8. Rich media containing galactose alleviates fitness defects of the BCprot *cpa1Δ* strain.**

The fitness profile of the BCprot in YP-galactose [3] compared to YPD shows the expected sensitive strains including the GAL genes, while the *CPA1* and *CPA1_uORF* deletion strains exhibit resistance (as reflected in negative fitness defect scores).

**Figure S9. Shared enriched functions for strains missing from the BCprot, PBprot and SGA collections by microarray.**

The overlap in GO enrichment for missing strains in the BC_prot_, PB_prot_ and SGA collections reveals significant overlap for the BC_prot_ and the SGA, highlighting biology that cannot be interrogated with these collections. SGA hybridization intensities were from obtained from a previous SGA microarray experiment [4]. Node size and border corresponds to the number of genes in within the gene set and the significance of enrichment based on the BiNGO [5] *P* value (< 0.05) for the BC_prot_ (inner circle, red) and SGA (outer circle, grey), respectively. Edge size corresponds to the number of genes that overlap between the connected gene sets; green edges correspond to BC_prot_, blue edges to SGA, and purple edges to PB_prot_ collection.

# Supplemental References:

1. Gresham D, Boer VM, Caudy A, Ziv N, Brandt NJ, Storey JD, et al. System-level analysis of genes and functions affecting survival during nutrient starvation in Saccharomyces cerevisiae. Genetics. 2011;187:299-317.
2. Smith AM, Heisler LE, Mellor J, Kaper F, Thompson MJ, Chee M, et al. Quantitative phenotyping via deep barcode sequencing. Genome Res. 2009;19:1836-42.
3. Robinson DG, Chen W, Storey JD, Gresham D. Design and analysis of Bar-seq experiments. G3 (Bethesda). 2014;4:11-8.
4. Lissina E, Young B, Urbanus ML, Guan XL, Lowenson J, Hoon S, et al. A systems biology approach reveals the role of a novel methyltransferase in response to chemical stress and lipid homeostasis. PLoS Genet. 2011;7:e1002332.
5. Maere S, Heymans K, Kuiper M. BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics. 2005;21:3448-9.

How the deposited data were processed for this re-analysis (not part of the article)

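The deposited table holds 1 log2 intensity per tag and array, which by the methods the authors computed before deposit from the replicate features of the TAG4 array, after masking hybridization artefacts, and normalized to the median separately for uptags and downtags within each set. It covers 10198 tags of 5179 deletion strains on 236 arrays, with values from 3.61 to 14.67. In the values the uptag and downtag medians are level across the arrays of a set and differ between sets, so arrays were compared only within a set. Every tag has a value on every array, absent tags included, and the log2 values were used as deposited with no further normalization. Whether the deposited values include the batch correction named in the methods is not stated with them and was not assumed, and no further batch correction was applied.

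The condition of each array came from its labels, and 234 arrays were matched to a condition. The labels of 2 BC_prot_ arrays contradict each other between title and growth protocol, and these arrays entered no comparison. The 15 arrays of the starting pools were not used. The remaining 219 arrays form 6 sets, each collection in SC or in YPD media. GLN– and GLY– arrays are in the labels and not in the paper's table of conditions. The sets coincide with the normalization batches of the labels, so no batch holds part of a comparison. SER– and THR– arrays entered the fits and their counts are not reported here.

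Presence followed the methods: a 2-component Gaussian mixture fitted to the tags of the control arrays of each set, with every tag of a strain above a posterior value of 0.5 in each control array. Of each strain the tag with the lowest coefficient of variation across controls was kept. The FD score is the control median minus the treatment value in log2 units, and its median over treatment arrays is reported. Significance came from limma (lmFit and eBayes, 1 mean per condition over all arrays of a set), with Benjamini–Hochberg adjustment over all strains tested. A call needs an FD score of at least 1.0 and an adjusted p under 0.05. Controls were SC for dropout media and MM, YPD for YPG and cisplatin, and YPD with 2% DMSO for CCCP (32 µM), FCCP (6 µM) and the quinolone (125 µM). Cisplatin was used at 200 µM, and all pools were grown for 5 generations. The labels give the MM of YKO_aux_ 60 mg/l of leucine and 30 mg/l of lysine, where the paper gives 30 mg/l of leucine and names no lysine.

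Strains with at least 1 present tag were tested in a wider reading, which was chosen after the data had been seen. The named strains were fixed in advance: those the paper's text or figures name for a comparison and the 5 called strains with the largest FD scores. Each list of named genes was also adjusted over the list alone. The result of 1 strain named for cisplatin is not reported here. The strains named for the difference between PB_prot_ and YKO_aux_ in LYS– were picked after their values had been seen. Mitochondrial translation strains, those deleted for mitochondrial ribosomal proteins by gene symbol, were tested as a set. The tests were limma camera (preset correlation 0.01), fry and camera with an estimated correlation, in 9 tests. The HLU signature used the 73 strains of the paper's supplement. From 2 other supplements part of the genes were held (1463 of 4773 and 740 of 4757), and the paper's FD scores were compared for those alone.

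Replicate numbers were checked as pairs, by the correlation of treatment and control arrays with the same number over strains after removing each group's mean. They paired arrays in 10 of 10 PB_prot_ dropouts (0.38 to 0.78), in 6 of 7 YKO_aux_ dropouts (0.35 to 0.70), and in no comparison in MM or YPD media. At least 3 pairs were required, which 1 of 10 BC_prot_ dropouts met (LYS–). In 7 other BC_prot_ dropouts the 2 pairs there were correlated at 0.46 to 0.68, so pairing may hold there too, and GLN– and GLY– had 1 pair each (−0.04 and 0.00860). A fit with the replicate number as a block is given as an alternative.

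Arrays were simulated with independent Gaussian noise around the control mean, at the spread of each strain. In them 91.0% to 100% of strains lowered by 1.5 log2 units and 98.5% to 100% of those lowered by 2 were called. There were 0 to 3 false calls per comparison. The simulation had no background floor and no pairing of arrays, so these shares may not hold for the real arrays. The mixture assigned at least 97.3% of 40000 simulated tags to their component. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, matrixStats 1.5.0 and data.table 1.17.8.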

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

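Of the tests in this part, those of the minimal medium result for shared controls, normalization and low control values were chosen after the result had been seen, and so were the splits of the called counts; the test of minimal medium without the plasmid and those of *HIS5* were set before, but how the *HIS5* tag test is read was settled after its value was known.

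In 3 of 59 groups of 4 or 6 arrays, 1 array lay far from the others, and about 1 group in 20 does so by chance. In PB_prot_ in cisplatin, *REV1* had an FD score of 2.87 in 1 array and 1.36 to 1.51 in the other 3. In BC_prot_ in YPG, *GEP7* stood at 1.94 in 1 array against 1.09 to 1.21 in the others, and *RTC6* at 2.15 against 1.01 to 1.17. The other arrays had FD scores above 1 for each of these strains, and the medians reported above do not rest on the far array. No explanation was tested for these 3 values, and the design names none that is biological.

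The *his5Δ* strain differed between collections in cisplatin: its FD score was 2.44 higher in PB_prot_ than in YKO_aux_ in the wider reading. Other splits of the same arrays gave a difference as large in 1 of 100 cases, the real split being that 1, so chance can be excluded as the whole source. The value rests on the downtag, with control means of 9.24 in YKO_aux_ and 9.18 in PB_prot_. The uptag gave a difference of −0.11, but its control means of 5.14 and 5.02 lie under the thresholds of 7.16 and 7.73, where a loss of signal cannot be seen. An effect of the downtag alone therefore cannot be told apart from an effect on the strain. A need for histidine in cisplatin that the plasmid does not meet stays open and untested.

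Growth in MM is listed among the paper's conditions, and the strains called here go beyond the *cpa1Δ* strain whose growth in MM the paper discusses. Compared with SC, 36 strains were called in YKO_aux_, 83 in PB_prot_ and 15 in BC_prot_. In 1 of 35 splits of the arrays, the real split, there were as many calls in each collection, so chance can be excluded; the replicate numbers do not pair these arrays. The MM of YKO_aux_ was supplemented with the nutrients its markers require, so its count is for a different medium.

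In PB_prot_ in MM the 26 listed HLU strains had a median FD score of 2.08 (SD between arrays 0.15, n = 4), and 25 of them were called, the same when adjusted over the list alone. SC controls shared with the other dropouts would raise those media too, and the highest median over the dropouts that need no marker was 0.0542. Quantile normalization left a median of 1.23, and no matched random list of 10000 exceeded 0.25. In BC_prot_ the 29 listed strains tested, not the same set as the 26, had a median of −0.0851 in MM. The paper states that BC_prot_ strains were selected on minimal media, so listed strains that grow poorly there may be missing. The value therefore argues against growth in minimal medium as the whole source only for the strains that BC_prot_ kept. In YKO_aux_ the median of 40 listed strains was 0.04, in MM supplemented with the nutrients of its markers. A candidate explanation that these tests leave is the need for the plasmid in medium without histidine, leucine and uracil, a hypothesis found and tested on the same arrays. Other differences between the PB_prot_ and BC_prot_ strains stay open.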

How the results depend on the processing

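Testing strains with at least 1 present tag was chosen after the data had been seen, apart from presence, and the other alternatives were set beforehand.

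Of the 45 counts of called strains, none moved beyond 1.5 times with the mean FD score or quantile normalization, and none of 15 moved with pooled YPD controls. With at least 1 tag more strains were tested, and how far this accounts for added calls was not examined. In that reading 31 counts moved. They became 7 (ADE–), 18 (LYS–), 17 (TRP–), 112 (CCCP), 91 (FCCP), 6 (quinolone), 103 (YPG) and 39 (cisplatin) in YKO_aux_; 5 (ADE–), 19 (ARG–), 89 (HIS–), 111 (LEU–), 19 (LYS–), 7 (MET–), 189 (MM), 10 (TRP–), 92 (URA–), 167 (CCCP), 117 (FCCP), 1 (quinolone), 194 (YPG) and 53 (cisplatin) in PB_prot_; and 3 (ADE–), 2 (HIS–), 2 (MET–), 24 (MM), 2 (URA–), 24 (CCCP), 26 (FCCP), 33 (YPG) and 59 (cisplatin) in BC_prot_.

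A threshold FD score of 1.5 lowered 15 counts by its construction: to 2 (MET–), 19 (FCCP), 23 (YPG) and 12 (cisplatin) in YKO_aux_; 1 (ADE–), 24 (HIS–), 31 (LEU–), 50 (MM), 19 (URA–), 24 (FCCP) and 10 (cisplatin) in PB_prot_; and 4 (CCCP), 3 (FCCP), 1 (YPG) and 15 (cisplatin) in BC_prot_. Leaving out the dimmest 20% of strains, and so testing fewer, moved 15: to 7 (ARG–), 6 (LYS–) and 27 (CCCP) in YKO_aux_; 27 (HIS–), 28 (LEU–), 55 (MM), 20 (URA–), 44 (CCCP), 49 (YPG) and 12 (cisplatin) in PB_prot_; and 1 (GLY–), 0 (HIS–), 7 (MM), 5 (CCCP) and 7 (FCCP) in BC_prot_.

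Fitting 2 groups only gave 1 in MET– in YKO_aux_, and 0 (HIS–), 1 (LEU–), 0 (MET–) and 0 (URA–) in BC_prot_. The mean of tags gave 1 for the quinolone in PB_prot_, and 0 (HIS–), 1 (LEU–) and 5 (CCCP) in BC_prot_. The replicate block gave 0 in HIS– and 29 in YPG in BC_prot_, and gave no value for GLN– and GLY– there. Median centring gave 1 in GLY– in BC_prot_, and the unmoderated linear model gave 1 for the quinolone in YKO_aux_. The cause of these changes was not tested.

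Leaving out 1 array moved 13 of 374 counts. The ranges were 2 to 5 for MET– and 1 to 2 for the quinolone in YKO_aux_, 0 to 1 for the quinolone in PB_prot_, and 0 to 1 for ADE–, GLY–, HIS– and URA– and 1 to 2 for MET– in BC_prot_. The arrays were MET– replicate 1 (2 calls) and quinolone replicate 3 (1) in YKO_aux_, quinolone replicate 1 in PB_prot_ (1), and in BC_prot_ ADE– 1 (0), GLY– 1 (1), HIS– 1 and 2 and SC 1 and 3 (0 in HIS–), MET– 1 (2) and URA– 1 and SC 3 and 4 (0 in URA–). All other counts stayed within 1.5 times. Without MET– 1 or GLY– 1 a single BC_prot_ array is left, assumed to vary like the other groups. The strains that differ between PB_prot_ and YKO_aux_ in LYS–, 4 with all arrays, numbered 0 to 4 with 1 array left out, 5 with the replicate block and 0 with at least 1 tag.

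Presence with at least 1 tag rose to 4042 genes in PB_prot_, 3992 in BC_prot_ and 3429 in all 3 collections. The same call in SC and YPD in YKO_aux_ rose to 90.7% with at least 1 tag and 96.5% with the mean of the controls.

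Correlations between YKO_aux_ and PB_prot_ over all shared strains were 0.0638 (ADE–), 0.50 (ARG–), 0.23 (LYS–), 0.23 (MET–) and 0.51 (TRP–). Spearman's coefficients were 0.0465 (ADE–), 0.58 (ARG–), 0.43 (MET–) and 0.62 (TRP–). With at least 1 tag they were 0.68 (ADE–), 0.89 (ARG–), 0.62 (LYS–) and 0.80 (TRP–). With 1 array left out they ranged over 0.28 to 0.57, 0.88 to 0.92, 0.22 to 0.39, 0.71 to 0.84 and 0.93 to 0.97 (ADE–, ARG–, LYS–, MET–, TRP–).

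The median FD score of the HLU strains in HIS– was 1.67 with the mean FD score, 1.67 with centring, 1.28 with quantile normalization, 1.72 with the replicate block and 1.73 with at least 1 tag. Quantile normalization gave 1.29 in LEU–, 1.28 in URA– and 1.23 in MM. In MET– centring gave 0.38 and at least 1 tag 0.27, and in MM at least 1 tag gave 2.25. With 1 array left out the ranges were 1.54 to 1.76 (HIS–), 0.30 to 0.38 (MET–) and 1.86 to 2.25 (MM). All of these medians remained above 0. Subtracting the signature from the 73 strains alone left 23 (HIS–), 28 (LEU–) and 21 (URA–) strains at an FD score of at least 1, and with at least 1 tag there were 7, 18 and 7. Without 1 array the ranges were 2 to 5 in HIS– and 2 to 5 in URA–.

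The interaction of *HIS5* in cisplatin was 2.01 with the replicate block and no longer past the threshold (q = 0.203). The mitochondrial translation set in FCCP in BC_prot_ ranged over 0.0498 to 0.32 and passed 0.05 without FCCP replicate 2. The other 8 of 9 set results kept their side of the threshold under every alternative run. For the cpa1 strain with the higher BC_prot_ intensities, the difference between arrays without and with uracil moved by less than the spread of the arrays in both tags, and its p-value was computed for the unchanged intensities of all arrays only.

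Of 208 named FD scores tested 182 were called, but the list includes strains named because they were called. The share called is therefore no measure of success. Of the 182, 157 were called under every alternative that gave a value, and 20 of the 208 were called under no setting. Leaving out dim strains gave a value for 157 of the 208, and pooled YPD controls for 72. Signal over background limits the test itself: strains with a tag near background drop out under the rule for every tag, and those near the threshold cannot show a large loss.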

Differences from the paper's values

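The only test in this part chosen after the data had been seen is the wider reading of strains with at least 1 present tag, where FD scores and correlations are concerned; for presence that reading was set beforehand.

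Strains present in all 3 collections numbered 3690 in the paper and 1752 here. Of the alternatives set before the data were examined, at least 1 tag present (3429) comes within 1.5 times the paper's value, and a posterior value above 0.9 (1344) and the mean of the controls (2228) do not. As a share of the strains present in any collection, the paper gives 77% and the value here was 48.6%. At least 1 tag (72.5%) and the mean of the controls (55.1%) come within that range, and the posterior value above 0.9 (41.4%) does not. For PB_prot_ the paper's number is 4272 and the number here 2172. At least 1 tag (4042) comes within 1.5 times the paper's number. The posterior value above 0.9 (1713) and the mean of the controls (2673) do not. For BC_prot_ the paper's number is 3894 and the number here 2427. At least 1 tag (3992) and the mean of the controls (2945) come within 1.5 times the paper's number. The posterior value above 0.9 (2190) does not.

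Strains missing from both BC_prot_ and PB_prot_ numbered 376 in the paper and 954 here. At least 1 tag (371) closes the gap, and the posterior value above 0.9 (871) and the mean of the controls (850) do not. Strains missing only in YKO_aux_ numbered 76 in the paper and 197 here, and no alternative comes close: 244 with at least 1 tag, 181 with the posterior value above 0.9 and 196 with the mean of the controls. The paper's methods count as present in its Venn diagram strains that had been omitted from the YKO_aux_ pool, and these were counted here by signal.

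The lowest correlation between YKO_aux_ and PB_prot_ over the 5 dropouts was 0.91 in the paper and 0.34 here. All shared strains (0.0638) and Spearman's coefficient (0.0465) do not reach the paper's value. Neither does the wider reading (0.62), which was chosen after seeing the data. The value of 0.34 is that of LYS–, where 10 genes the paper names were tested in YKO_aux_ and 4 in PB_prot_. For ADE– no named gene was tested in both, so the low values do not show that the pathway genes differ.

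The paper lists 2 arrays for BC_prot_ in LYS– and the labels give 4. It lists 11 YPD controls for YKO_aux_, and the labels give 17 with and without DMSO. No alternative bears on these numbers.

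For FD scores, the paper's supplement was compared for 21 named strains. A strain was taken to differ when the sign changed or the gap was larger than the SD of its FD scores here, which holds for 6. By this rule a large gap can pass where replicates vary: *RAD14* in YKO_aux_ in cisplatin has 2.56 in the paper and 4.63 here, with an SD of 2.30. *GCR2* in YKO_aux_ in ARG– has 1.37 in the paper and 1.05 here. None of the alternatives reaches it: 1.10 with the replicate block, 1.00 with the mean of tags, 0.99 centred, 0.95 as a mean and 0.88 quantile normalized. *MPC1* in BC_prot_ in LEU– has 2.07 in the paper and 1.67 here. The mean FD score (1.81) and median centring (1.80) come within the spread. The replicate block (1.71), quantile normalization (1.59), the mean of tags (1.40), leaving out dim strains, fitting 2 groups only and the unmoderated model do not. *PDX1* in BC_prot_ in LEU– has 1.21 in the paper and 0.77 here. The mean of tags (0.97), the replicate block (0.87) and centring (0.87) come within the spread. The mean FD score (0.80), quantile normalization (0.72), 2 groups only and the unmoderated model do not.

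*RPL13B* in YKO_aux_ in the quinolone has 0.0617 in the paper and −0.14 here. The mean of tags (0.05) and pooled YPD controls (0.07) come within the spread. The replicate block (−0.31), the mean FD score (−0.39), centring (−0.14) and quantile normalization (−0.16) do not. *TRP3* in YKO_aux_ in TRP– has 4.53 in the paper and 2.28 here, and none of the alternatives reaches it, the mean of tags coming nearest at 3.44. *RAD18* in YKO_aux_ in cisplatin has 0.0315 in the paper and 3.44 here, and the alternatives other than leaving out an array gave 3.22 to 3.99. Leaving out dim strains gave no value for *GCR2* and *PDX1*.

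The paper reports *ARO4* among the strains with a defect in all 3 collections, and here *ARO4* had an FD score of 0.25 in YKO_aux_ in the wider reading and no present tag in SC in the other collections. It states that *GCN4* was present in YKO_aux_ alone, which held here in SC under the rule for every tag. A reading with at least 1 tag had *gcn4Δ* also present in BC_prot_ in SC (9.49), and in YPD both of its tags were present in BC_prot_ and none in YKO_aux_. The YPD rule asks a tag to pass in all 17 controls of YKO_aux_, so this call does not show the strain missing there. The paper finds no enrichment for mitochondrial processes in BC_prot_, and here the listed mitochondrial translation strains had medians of 0.43 in CCCP and 0.47 in YPG, above the other strains. These measures are unlike: 5 strains deleted for mitochondrial ribosomal proteins were ranked against all others here. That is not the paper's enrichment of processes in its profiles. In FCCP the median was 0.0615 (limma camera, adjusted p = 0.127), and none of the 5 strains reached an FD score of 1 in CCCP or FCCP. It calls the BC_prot_ profile of the quinolone uninformative, and here *THI3* (2.95) and *SHM2* (1.68) were called, which were also called in YKO_aux_. It reports *PDX1* in the BC_prot_ LEU– profile, and here it was not called under any setting run. It states that the HLU signature was not seen in MET–, and here the listed strains had a median FD score of 0.32. It reports no defect of *HIS5* in BC_prot_ in cisplatin, and here the value was 1.50 on a tag just under the presence threshold.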

Other observations

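In this part the tests of shared controls, normalization, low control values and replicate number for MET–, of a shift of all strains for BC_prot_, and the splits of the called counts were chosen after the result had been seen; the others were set before, except that the readings of the correlation with the signature score and of the medians without 1 strain were settled after their values were known.

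The listed HLU strains had a median FD score above 0 in MET– in PB_prot_. Shared controls would also raise the dropouts that need no marker, where the highest median was 0.0542. The lower of the medians under centring and quantile normalization was 0.28, and the highest median of 10000 matched random lists was 0.18. With the replicate number as a block the median was 0.34, and 96.2% of the strains had an FD score above 0, which argues against a few strains as the source. A residual need for the plasmid in MET– was a hypothesis set beforehand, with the prediction that FD scores in MET– would follow the signature score more closely than in any dropout without that need. The correlation was 0.28 in MET–, above the −0.30 to 0.16 of ADE–, ARG–, GLN–, GLY–, LYS–, SER– and THR– and below the 0.39 of TRP–, so the prediction, which named every such medium, was not met. MM, where the strains had a high median, also stood below TRP– at 0.36, so this correlation separates the media poorly. With 26 strains the difference between such correlations is not decided. Over all 2194 strains, which the prediction did not cover, *r* of MET– with HIS–, LEU– and URA– was 0.40, 0.40 and 0.45. For ADE–, LYS– and TRP– it was 0.15 to 0.27, so these values go with the hypothesis. Shared controls alone gave a mean *r* of 0.40 and a highest of 0.48 in simulation between HIS–, LEU– and URA–. That simulation left out the pairing of arrays by replicate number. ADE–, LYS– and TRP–, with the same controls, stayed below its mean. The simulation therefore cannot decide how far shared controls account for the MET– values. The source of the shift in MET– stays open.

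In BC_prot_ the 5 listed mitochondrial translation strains had FD scores above those of the other strains in CCCP and YPG. A shift of all strains is too small, with a median of 0.0301 in CCCP and 0.11 in YPG over all strains tested. Low control values are argued against by matched random lists, of which 0.1% in CCCP and 0.16% in YPG had a median as high. Without the strain of the largest FD score the medians were 0.42 and 0.38, but leaving out 1 of 5 strains can hardly move a median. The FD scores of the single strains argue against 1 strain as the source. In CCCP *MRP13*, *MRP49* and both *MRPL39* strains stood at 0.42 to 0.54 and *MRPL44* at 0.09, against a median of 0.03 outside the set. In YPG *MRP49* (1.09) and 1 *MRPL39* strain (1.14) were highest. The rest of the set lay at 0.25 to 0.47 in YPG, against 0.11 outside it. In other splits of the arrays a result as large came up in 1 of 100 for CCCP, 2 of 100 for YPG and 20 of 100 for FCCP, so chance can be excluded for CCCP and YPG and not for FCCP. In the wider reading, chosen after the data had been seen, the YPG median was lower, 0.29 over 9 strains. In YKO_aux_ it came up in 1 of 100 splits for CCCP and FCCP, and in PB_prot_ in 1 of 100 for CCCP, FCCP and YPG, the real split in each case. A response of these strains to mitochondrial stress may remain in BC_prot_, with FD scores mostly under 1, as a hypothesis found and tested on the same arrays.

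Splits of the arrays were counted for the number of strains called. The real split alone gave as many calls, 1 of 35, for ADE–, ARG–, LYS–, MET–, MM and TRP– in YKO_aux_, for ADE–, ARG–, HIS–, LEU–, LYS–, MET–, MM, TRP– and URA– in PB_prot_ and for MM in BC_prot_. It did so in 1 of 100 splits for CCCP, FCCP and cisplatin in each collection. The same held for YPG in PB_prot_ and BC_prot_ and for the quinolone in YKO_aux_. For the quinolone in BC_prot_ 2 of 100 splits gave as many calls, so another split matched the real one. Over all splits chance can be excluded for these counts. In the dropouts of YKO_aux_ and PB_prot_ named here the replicate numbers pair the arrays, and the real split was 1 of the 8 that part as many pairs, which are too few to exclude chance on their own. The other splits of these dropouts had 0 calls in YKO_aux_ and at most 5 in PB_prot_ (LYS–). For BC_prot_ with 3 arrays against 3, ADE–, HIS–, LEU–, TRP– and URA– had 1 of 10 splits with as many calls, and 10 splits are too few to exclude chance. Counts of 0 say nothing about chance, since each split matches them: 10 of 10 splits for ARG– in BC_prot_, 35 of 35 for GLN– and GLY– in YKO_aux_ and PB_prot_ and for LYS– in BC_prot_, and in 100 of 100 for the quinolone in PB_prot_. The most calls in a split other than the real one were 74 among the 100 splits, 17 among the 35 and 0 among the 10.

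In GLN– and GLY– no strain was called in any collection (limma). At an unadjusted p under 0.05 with an FD score of at least 1 there were 0 in YKO_aux_ and PB_prot_, and 9 (GLN–) and 6 (GLY–) in BC_prot_. Without GLY– replicate 1 the BC_prot_ count in GLY– was 1, from a lone array assumed to vary like the other groups. Strains above their control, the opposite direction, were called 32 times in 14 of the 45 comparisons.

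In CCCP the largest FD scores were *PFK1* (3.45) and *MEF1* (3.40) in PB_prot_ and *GTF1* (2.97) in YKO_aux_. In MM *PHA2* had an FD score of 4.70 in PB_prot_, 4.29 in YKO_aux_ and 3.23 in BC_prot_. In YPG *SCO1* stood at 3.37 in YKO_aux_ (n = 2).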
